# Metabolome and transcriptome integration reveals cerebral cortical metabolic profiles in rats with subarachnoid hemorrhage

**DOI:** 10.3389/fnagi.2024.1424312

**Published:** 2024-08-21

**Authors:** Haoran Lu, Teng Xie, Shanshan Wei, Yanhua Wang, Huibing Li, Baochang Luo, Xiaohong Qin, Xizhi Liu, Zilong Zhao, Zhibiao Chen, Rui Ding

**Keywords:** subarachnoid hemorrhage, transcriptome, metabolome, secondary brain injury, inflammation

## Abstract

Subarachnoid hemorrhage (SAH) is a severe subtype of hemorrhagic stroke. The molecular mechanisms of its secondary brain damage remain obscure. To investigate the alterations in gene and metabolite levels following SAH, we construct the transcriptome and metabolome profiles of the rat cerebral cortex post-SAH using whole transcriptome sequencing and untargeted metabolomics assays. Transcriptomic analysis indicated that there were 982 differentially expressed genes (DEGs) and 540 differentially expressed metabolites (DEMs) between the sham group and SAH 1d, and 292 DEGs and 254 DEMs between SAH 1d and SAH 7d. Most notably, DEGs were predominantly involved in the activation of immune and inflammatory pathways, particularly the Complement and coagulation cascades, TNF signaling pathway, and NOD-like receptor signaling pathway. Metabolic analysis revealed that the metabolic pathways of Arginine and proline, Arachidonic acid, Folate biosynthesis, Pyrimidine, and Cysteine and methionine were remarkably affected after SAH. Metabolites of the above pathways are closely associated not only with immune inflammation but also with oxidative stress, endothelial cell damage, and blood–brain barrier disruption. This study provides new insights into the underlying pathologic mechanisms of secondary brain injury after SAH and further characterization of these aberrant signals could enable their application as potential therapeutic targets for SAH.

## 1 Introduction

Subarachnoid hemorrhage (SAH) is a severe subtype of stroke caused mainly by ruptured aneurysms. The disease is characterized by high morbidity and mortality and is increasingly more common in young adults. Survivors, often face a myriad of long-term challenges, including issues related to physical health, cognitive function, and socio-psychological well-being (Claassen and Park, 2022; Bandyopadhyay et al., 2024). A sudden, severe headache is one of the typical symptoms of SAH, and a head CT scan is the routine initial diagnostic method. If the CT scan results do not definitively diagnose, lumbar puncture becomes the next step for further diagnosis. The treatment for aneurysms mainly focuses on preventing blood flow into the aneurysm, with common treatment methods including aneurysm clipping surgery and endovascular coiling. SAH can lead to a variety of secondary complications, including early brain injury, increased intracranial pressure (ICP), and delayed cerebral ischemia (DCI). Potential mechanisms behind these complications encompass the activation of immune and inflammatory responses, microvascular dysfunction, abnormalities in brain metabolism, hematological changes, and cortical spreading depolarization (Helbok et al., 2011; Frontera et al., 2017; Keep et al., 2018; Eriksen et al., 2019; Gris et al., 2019). The pathophysiological processes involved in SAH are extremely complex, involving numerous and often overlapping factors, and our understanding of them remains quite limited. In-depth research into these complex pathological mechanisms and the identification of effective treatment targets are crucial for improving the long-term prognosis of SAH patients.

The interaction between genes and metabolites is both close and complex, forming the core components of many disease progressions. Utilizing multi-omics technologies to delve into these intricate biological processes allows us to gain a more precise understanding of the origins and progression pathways of diseases (Heo et al., 2021). The integration of transcriptomics and metabolomics is becoming an increasingly focused area of research. This interdisciplinary approach aids in identifying key genes, metabolites, and their related pathways, thereby uncovering new regulatory mechanisms and disease-related biomarkers (Jiang et al., 2022). For instance, metabolomics and transcriptomics combined analysis reveals that *Acanthopanax senticosus* can target the regulation of purine and lipid metabolic pathways in rats to treat ischemia–reperfusion injury (Chen et al., 2021). However, in SAH, the above-combined analysis has been rarely reported. Hence, by utilizing untargeted metabolomics analysis and RNA sequencing technology, we analyzed the interactions between the metabolome and transcriptome, aiming to explore the connections between genes and metabolites related to secondary brain injury after SAH. This approach helps us to gain a more comprehensive understanding of the pathophysiological mechanisms following SAH and provides novel insights into the treatment of this disease.

## 2 Materials and methods

### 2.1 Animals

In this study, adult Sprague Dawley rats (SD, aged 8–10 weeks, weighing approximately 260–280 grams) were sourced from Hunan Slike Jingda Laboratory Animal Co., Ltd. All rats were housed under standard environmental conditions with a 12-h light/dark cycle and had free access to water and food provided under conditions at the Experimental Center of Wuhan University People’s Hospital for 3 days. Throughout the experiment, we maintained each rat’s weight between 280 and 300 grams. All animal experimental protocols received formal approval from the Institutional Animal Care and Use Committee of Wuhan University People’s Hospital. In the experiment, 18 rats were randomly divided into three groups: sham group (*n* = 6), SAH 1 day group (*n* = 6), and SAH 7 day group (*n* = 6).

### 2.2 Establishment of animal models

This study established a rat SAH model through the intravascular perforation technique. Initially, rats were anesthetized via intraperitoneal injection of pentobarbital (dose of 40 mg/kg), then fixed on a heating platform for neck disinfection and skin preparation. Sterile surgical tools were used to incise and separate the neck skin and muscles, exposing the external carotid artery (ECA), internal carotid artery (ICA), and their branches. The distal end of the ECA was ligated and cut, and then the common carotid artery and ICA were temporarily closed with an arterial clip. Subsequently, a blunt-ended 4–0 nylon monofilament was inserted into the ICA through a small incision, the arterial clip was released, and the filament was slowly advanced towards the skull until resistance was felt, indicating the filament had reached the junction of the anterior cerebral artery and the middle cerebral artery. The filament was then further advanced 4–5 mm to perforate the artery and left in place for 10 s before being slowly withdrawn, thus inducing SAH. Afterward, the neck incision was disinfected and sutured, and the rats were allowed to recover on a warming blanket until the end of the surgery. Rats in the sham surgery group underwent the same surgical procedure, but the perforation step was not performed.

### 2.3 Sample preparation

At predetermined time points, samples of the entire cerebral cortex from the model side of the experimental rats were collected. Initially, these samples were rinsed with 0.9% saline to remove blood and connective tissue, followed by drying off surface liquid. Representative photos of the bottom of the rat brain in different groups are shown in Supplementary Figure S1. Subsequently, the samples were rapidly frozen in liquid nitrogen and stored in sterile preservation tubes at −80°C for subsequent transcriptomic and metabolomic analyses.

### 2.4 RNA extraction and library construction and quality assessment

We utilized Trizol reagent (Takara Biomedical Technology, Beijing, China) to extract total RNA from cerebral cortex samples and assessed the integrity and purity of RNA using NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE, United States). Approximately 1 μg of total RNA per sample was used to construct, purify, and pool the cDNA libraries. These libraries were then sequenced on the Illumina HiSeq2500 platform (Bemec Biotechnology Co., Ltd., Wuhan, China). The entire RNA-Seq analysis process was managed by Biomarker Technologies (Beijing). Raw data (in fastq format) were processed to remove adapter-containing reads and low-quality reads based on Q20 (base error rate ≤ 1%) to ensure clean and high-quality data. The screening of differentially expressed genes (DEGs) was performed on the BMKCloud platform,^1^ using an adjusted *p*-value for false discovery rate (FDR), with *p* < 0.05 and |log2(Fold Change)| ≥ 1 as thresholds. GO functional enrichment and KEGG pathway analyses were completed on the OmicShare platform (Trott and Olson, 2010).^2^

### 2.5 Non-targeted metabolomics analysis

First, weigh 50 mg of the sample and add 1,000 μL of extraction solution containing an internal standard (methanol:acetonitrile:water = 2:2:1, internal standard (2-chloro-L-phenylalanine) concentration = 20 mg/L). Then, centrifuge at 4°C at 12000 rpm for 15 min and collect the supernatant for analysis. This experiment utilizes an LC/MS system composed of the Waters Acquity I-Class PLUS ultra-high performance liquid chromatograph paired with the Waters Xevo G2-XS QTof high-resolution mass spectrometer. In the analysis, the mobile phase A under positive ion mode is a 0.1% formic acid aqueous solution, and the mobile phase B is a 0.1% formic acid acetonitrile solution; for negative ion mode, the mobile phase A is a 0.1% formic acid aqueous solution, and the mobile phase B is a 0.1% formic acid acetonitrile solution. ESI ion source parameters are set as capillary voltage 2000 V (positive ion mode) or −1500 V (negative ion mode), cone voltage 30 V, ion source temperature 150°C, desolvation gas temperature 500°C, backflush gas flow rate 50 L/h, desolvation gas flow rate 800 L/h. Subsequently, raw data are processed for peak detection, extraction, comparison, and integration, and analyzed against mass spectrometry databases. Compound classification and pathway information for identified compounds are retrieved from the KEGG, HMDB, and LipidMaps databases. Principal Component Analysis (PCA) and Spearman correlation analysis are used to evaluate the consistency of samples within a group and quality control samples. Significant differences between compounds are calculated using the T-test (*p*-value). The OPLS-DA model is applied, and its robustness is verified through 200 permutation tests using the R package rolls, while multiple cross-validations are used to determine the importance of model variables projection (VIP). Differential metabolites are selected based on the OPLS-DA model’s fold change, p-value, and VIP value, with selection criteria being *p* < 0.05 and VIP > 1. Finally, the hypergeometric distribution test is used for enrichment analysis of differential metabolites in KEGG pathways, utilizing MetaboAnalyst (https://www.metaboanalyst.ca/, version 5.0) to identify related metabolic pathways.

### 2.6 Joint analysis of transcriptomics and metabolomics

In this study, we integrate transcriptomics and metabolomics data to perform joint pathway analysis through MetaboAnalyst5.0, aiming to obtain enriched maps of metabolic pathways. Additionally, the STRING database and the Cytoscape plugin CytoHubba are used to predict protein–protein interaction (PPI) networks and the top 15 central hub genes are identified. Furthermore, Spearman’s correlation analysis is employed to explore the relationships between the selected genes and metabolites.

### 2.7 Statistical analysis

All data are presented as mean ± standard error of the mean (SEM). Statistical analyses are performed using GraphPad Prism 9.0 (GraphPad Software, United States). Student’s *t*-test (two-tailed) or two-way analysis of variance (ANOVA) is appropriately used for comparisons between different groups. *p*-value <0.05 is considered statistically significant.

## 3 Results

### 3.1 Metabolomics analysis

In this study, a non-targeted metabolomics approach based on LC–MS/MS is employed, identifying a total of 2,991 metabolites across both positive and negative ion modes. The samples exhibit good Spearman rank correlation (Supplementary Figures 2A,B). PCA score plots reveal overlaps between different groups (Supplementary Figures 2C,D). However, it’s important to note that PCA, as an unsupervised learning method, is primarily utilized to reveal the intrinsic distribution characteristics of the data. The OPLS-DA model is further analyzed, showing a clear separation effect between different groups. The results of the OPLS-DA indicate that the R^2^ is close to 1 and Q^2^ > 0.6, suggesting the model is stable and reliable. Through 200 iterations of permutation testing, the results indicate that the R^2^ value is greater than Q^2^, and the intercept of Q^2^ with the y-axis is less than 0. These results hint that the OPLS-DA model is neither overfitting nor underfitting, demonstrating stability and good predictive capability, effectively explaining the differences between the two groups of samples (Figure 1A).

**Figure 1:**
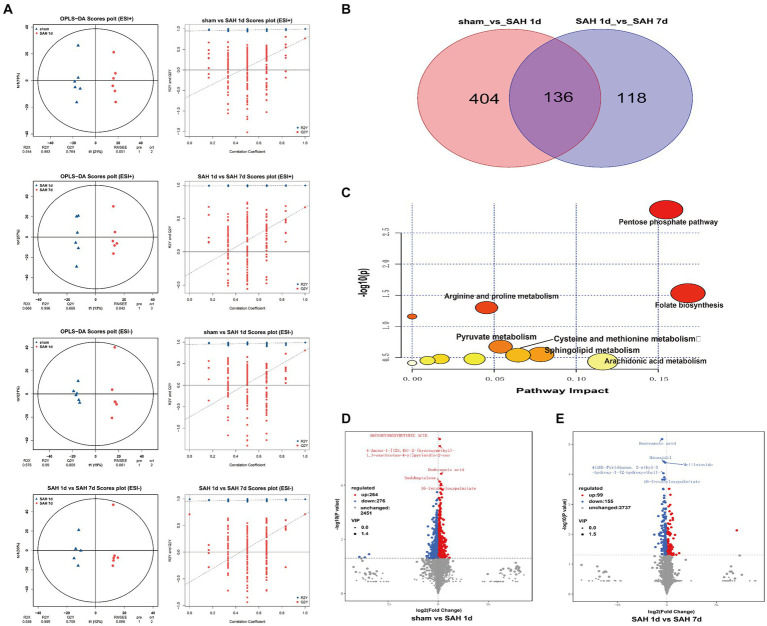
Metabolic characteristics of the sham surgery group, SAH 1d group, and SAH 7d group. **(A)** OPLS-DA and permutation score maps of the sham surgery group, SAH 1d group, and SAH 7d group in positive and negative ion mode. **(B)** Venn diagram of DMs. **(C)** Enrichment pathway diagram of differential metabolites. Volcano plots of differential metabolites in the sham surgery group and SAH 1d group **(D)**, SAH 1d group, and SAH 7d group. **(E)** Red indicates an upward adjustment; Green indicates a downward adjustment.

Using the OPLS-DA model, differentially expressed metabolites (DEMs) are selected based on the combined criteria of *p* value <0.05 and VIP > 1. Compared with the sham surgery group, SAH found 540 DEMs on day 1; Compared with SAH 1d, SAH 7d discovered 254 DEMs, totaling 136 DEMs (Figure 1B; Supplementary Table S1). Utilizing metaboAnalyst5.0, we analyze 136 DEMs and their metabolic pathways (Figure 1C; Supplementary Table S2), discovering that these DEMs are enriched in pathways such as folate biosynthesis, the pentose phosphate pathway, arachidonic acid metabolism, sphingolipid metabolism, cysteine and methionine metabolism, pyruvate metabolism, arginine and proline metabolism and pyrimidine metabolism. Metabolites within these pathways may serve as potential biomarkers. Volcano plots of differentially expressed ions between diverse groups (sham group vs. SAH 1d group, SAH 1d group vs. SAH 7d group) are shown in Figures 1D, E respectively. Additionally, Figure 2 shows the expression of the 10 DEMs that may have the highest disease severity among the 136 DEMs.

**Figure 2:**
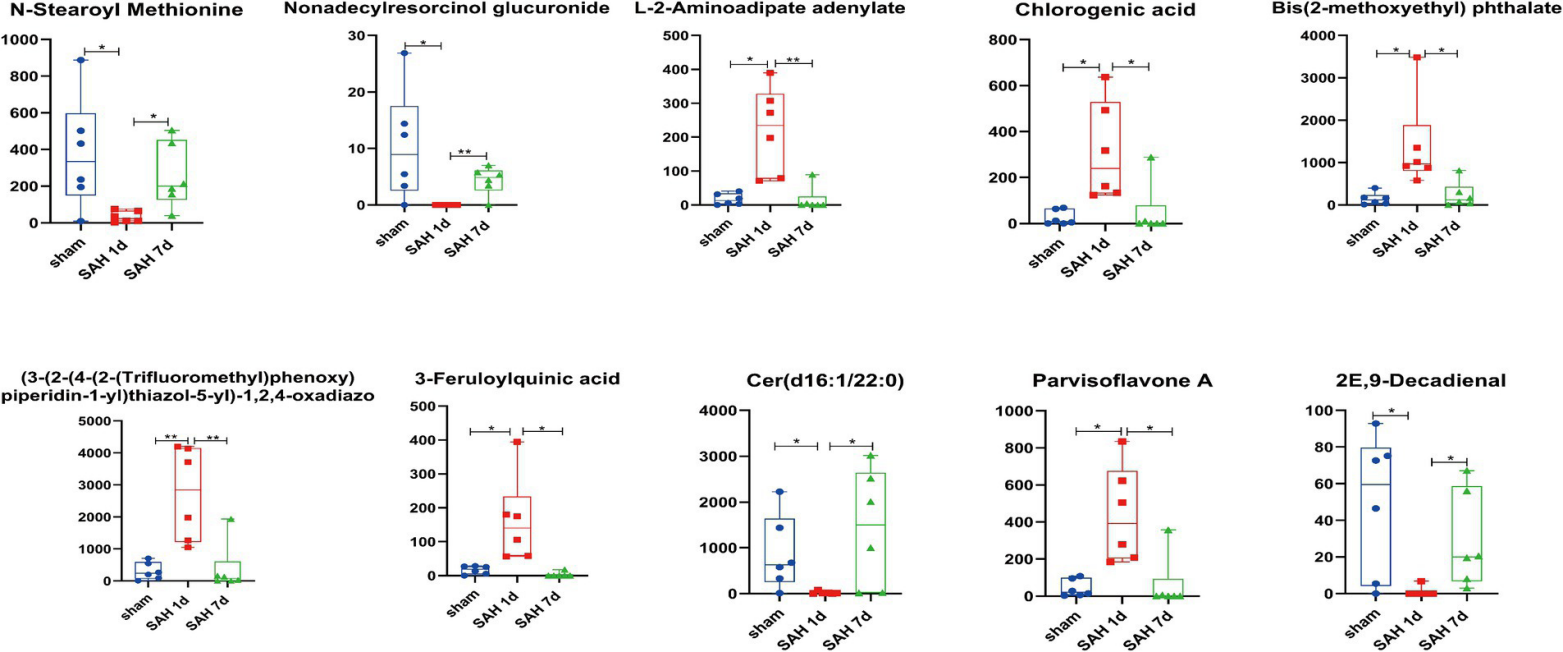
Block diagram of horizontal changes in differential metabolites (*p < 0.05, **p < 0.01, ***p < 0.001, *n* = 6).

### 3.2 Transcriptomic analysis

Before data analysis, we implemented a series of stringent quality control procedures, removing connector sequences and low-quality reads, resulting in approximately 2 million high-quality clean reads per sample. 

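RNA was sequenced from the cerebral cortex of 18 rats, with 6 rats in each of the sham, SAH 1d and SAH 7d groups and 1 library per rat. SAH was produced by perforating a vessel from inside, and the sham rats had the same surgery without the perforation. The paper describes the tissue as the entire cortex of the model side, whereas the descriptions that came with the libraries name bilateral cortex and mice. The groups and the replicate numbers are the same in both, and the gene identifiers are those of the rat. The authors aligned the reads to the Rnor_6.0 genome and deposited a count and an FPKM value for each of 30735 genes in each library, without pooling replicates. The aligner and the counting program are not given in the sources used here. Of these genes, 8685 are loci outside the annotation. The counts are whole numbers that are not normalized, and the authors scaled the FPKM values to transcript length and mapped reads. Total counts range from 27641629 to 33325330 in the sham group (median 30930570.5). They range from 27270026 to 38271014 in the SAH 1d group (median 30000404.5) and from 28867675 to 33107697 in the SAH 7d group (median 30907937). Each library has 1.45 to 1.55 counts per read pair listed in Supplementary Table S3. How the reads of a pair were counted is not known, so the counts of a gene were not taken as independent molecules. Depths given elsewhere in the text are these total counts, not the clean reads of the paper's text. The counts were tested with the quasi-likelihood F test of edgeR after TMM normalization, on the 12 libraries of each comparison, for the 18444 genes that pass edgeR's filter on low counts. A gene is called a DEG at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 1 in either direction, which are the paper's thresholds. The paper names the platform used for this step but not the test, so the test, the filter and the set of libraries in the fit are choices that can change the counts of DEGs. Counts were also simulated with the means and dispersions of the sham and SAH 1d libraries, with 200 changed genes. The test recovered 89% of the 100 genes changed 4-fold and 58% of the 100 genes changed 2-fold, with 4 false calls. A gene counted as recovered at an adjusted p under 0.05 alone, without the fold threshold of a DEG. These are therefore not rates of DEG calls. Genes were drawn independently, so no simulated library stands apart from its group in many genes at once.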

The proportions of quality scores Q20 and Q30 for each sample exceed 98 and 94%, respectively, with the GC content ranging between 47 to 49%, indicating the high quality of the data. The clean reads are aligned with the reference genome (Rattus_norvegicus.Rnor_6.0_release95.genome.fa), achieving an alignment efficiency ranging from 94.99 to 95.65%. This indicates a high utilization rate of the transcriptomic data (Supplementary Table S3). To compare gene expression levels across different samples, the FPKM (Fragments Per Kilobase of transcript per Million mapped reads) method is utilized. The results demonstrate that the distribution of gene expression levels is consistent across different samples (Supplementary Figures 3A,B). 

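Over the genes with an FPKM above 0, the median of log10(FPKM) lies between 0.504 and 0.537 in the sham libraries, with a mean of 0.517 ± 0.0139 (SD). It lies between 0.536 and 0.571 in the SAH 1d libraries, with a mean of 0.553 ± 0.0142. In the SAH 7d group the mean is 0.564 ± 0.0425, and the SAH 7d-5 library has the highest median of all libraries, 0.648. The lowest median of the SAH 7d group is 0.537. The number of genes behind a median in the SAH 7d group ranges from 21116 to 21755. Counting only genes with an FPKM of at least 0.1 moves the lowest median of all libraries to 0.606 and the highest, again in SAH 7d-5, to 0.739.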

PCA is conducted on different samples, showing good separation between sample groups, indicating high intra-group correlation (Figure 3A). This is further confirmed through Spearman correlation analysis, validating good repeatability and reliability among different samples (Supplementary Figure 3C). 

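A PCA of log2(FPKM + 1) over the 27396 genes with an FPKM above 0 in at least 1 library places 46.2% of the variance on PC1 and 15.0% on PC2. The mean PC1 score is -29.1 ± 6.86 (SD) in the sham group, 19.2 ± 21.5 in the SAH 1d group and 9.98 ± 50.4 in the SAH 7d group. The scores farthest from their groups are those of SAH 1d-3, at 62.3, and SAH 7d-5, at 109.6. Each pair of groups was compared with an exact permutation test over all splits of 6 against 6 libraries. Its statistic is the pseudo-F, the ratio of squared distances between groups to those within groups. The smallest two-sided p that these splits can give is 0.00216. The pseudo-F is 6.17 for SAH 1d versus sham (exact p = 0.00216, adjusted over the 3 comparisons 0.00649). It is 2.51 for SAH 7d versus sham (exact p = 0.00433, adjusted 0.00649) and 1.88 for SAH 7d versus SAH 1d (exact p = 0.0476, adjusted 0.0476). Scaling each gene to unit variance moved the PCA most among the settings tried, to 27.1% on PC1, with a pseudo-F of 1.58 for SAH 7d versus sham (exact permutation p = 0.0260). Over all settings tried, the exact p ranges from 0.00433 to 0.0260 for this comparison and from 0.00794 to 0.0498 for SAH 7d versus SAH 1d. The value of 0.00794 belongs to the setting without SAH 1d-3 and SAH 7d-5, which leaves 252 splits and a pseudo-F of 3.91.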

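The Spearman correlation of FPKM was computed for each pair of libraries, and each library is described by its median correlation with the other 5 of its group. This median lies between 0.964 and 0.965 in the sham group. In the SAH 1d group it is between 0.963 and 0.966 except for SAH 1d-3, at 0.9365. In the SAH 7d group it is between 0.964 and 0.966 except for SAH 7d-5, at 0.918. The library most similar to SAH 1d-3 is SAH 1d-5 (0.940), and the library most similar to SAH 7d-5 is SAH 7d-2 (0.937). For sham-3 and sham-6 the most similar library is SAH 7d-4, of another group (0.967 and 0.966). The measure that moved these medians most is the Pearson correlation of FPKM without a logarithm, which lowers the median of SAH 7d-5 to 0.768. Under the same measure SAH 1d-3, at 0.9935, lies within its group (0.993 to 0.996) and does not stand apart.

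**Figure D1:**
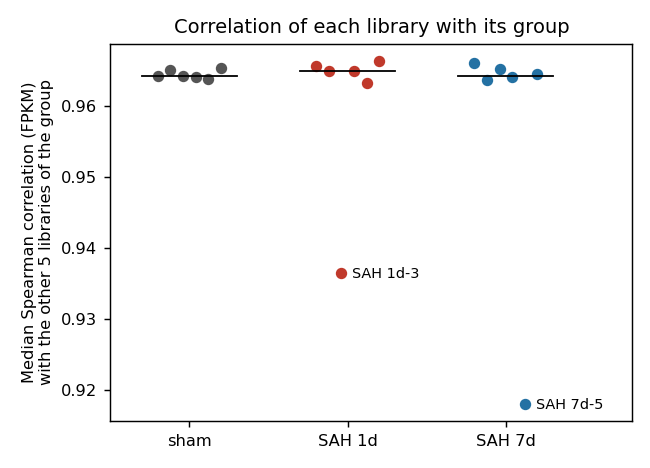
Median Spearman correlation of FPKM between each library and the other 5 libraries of its group, on the vertical axis, for the sham, SAH 1d and SAH 7d groups. Each point is 1 library. SAH 1d-3 (0.9365) and SAH 7d-5 (0.918) lie below the other libraries, which are all at 0.963 or above.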

The above results emphasize the robustness and consistency of the gene expression data, providing support for the reliability of the samples. A total of 1,198 differentially expressed genes (DEGs, |Fold Change| ≥ 2 and FDR < 0.05) are identified. 

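At these thresholds, the edgeR test of the deposited counts calls 1252 genes in at least 1 of the 3 comparisons. The setting that moves this number most is a limma test on log2(FPKM + 1) without a filter on low values, with 476 genes. The DESeq2 Wald test gives 1833.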

Between the sham group and the SAH 1d group, 942 DEGs are identified, including 799 upregulated genes and 143 downregulated genes. 

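In the edgeR test of SAH 1d versus sham, 1224 genes are DEGs, 1028 upregulated and 196 downregulated, so 84.0% are upregulated. At an unadjusted two-sided p under 0.05 and without a fold threshold, 7148 genes pass. The same limma test on FPKM without a filter gives the lowest number, 460, of which 441 are upregulated (95.9%). The individual genes described here have a gene symbol, no overlap in normalized counts, given as CPM, between the groups, and the 3 largest increases or decreases among such DEGs. They are ordered by the fold change that edgeR fits, which for genes without counts in a group depends on its prior count, so this is not an order of known folds. Kng1, Slpi and Mcemp1 have no count in any sham library, so their folds are lower bounds, set against a floor of 3 counts over the whole sham group. Kng1 is at least 605-fold higher in the SAH 1d group (adjusted p = 0.00234), with a mean of 10.2 ± 14.9 CPM (SD). Slpi is at least 291-fold higher (adjusted p = 0.0187) and Mcemp1 at least 131-fold higher (adjusted p = 0.0103). Much of these means comes from SAH 1d-3, with 40.6 CPM for Kng1, 26.3 CPM for Slpi and 9.82 CPM for Mcemp1. The other SAH 1d libraries have 3.04 to 6.51, 0.46 to 0.79 and 0.28 to 1.58 CPM for these genes. The genes are thus detected in all 6 SAH 1d libraries, but their bounds would be lower without SAH 1d-3. In limma on log2(FPKM + 1), the adjusted p of Slpi is 0.0836 and that of Mcemp1 is 0.0896, above the threshold. DESeq2 gives no adjusted p for Kng1 and Slpi. The SE given with a log2 fold change is its size divided by the square root of edgeR's F statistic. The largest decreases are those of Calr4 (log2 fold change -2.09, SE 0.33, adjusted p = 0.000936), Enthd1 (log2 fold change -1.97, SE 0.35, adjusted p = 0.00197) and Sptssb (log2 fold change -1.79, SE 0.15, adjusted p = 1.81e-05).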

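Comparing SAH 7d with SAH 1d, the edgeR test calls 128 genes, 28 higher and 100 lower in the SAH 7d group. At an unadjusted two-sided p under 0.05, 2713 genes pass. The count of 128 DEGs depends on single libraries. It is 453 without SAH 7d-5, of which 88 are higher and 365 lower. It falls to 63 without SAH 7d-2, 74 without SAH 7d-1, 78 without SAH 7d-6 and 85 without SAH 7d-3. It is 79 without SAH 1d-2, 79 without SAH 1d-5 and 82 without SAH 1d-1. Among the genes called with all libraries, chosen as for SAH 1d versus sham, the largest increases are those of RT1-Ba (log2 fold change 3.59, SE 0.59, adjusted p = 0.0117), Nccrp1 (log2 fold change 2.96, SE 0.46, adjusted p = 0.00829) and RT1-Bb (log2 fold change 2.71, SE 0.40, adjusted p = 0.00627). RT1-Ba and RT1-Bb belong to a family of similar MHC genes, and how the authors' counting shared reads between its members is not known. Dhrs7l1 has no count in any SAH 7d library and is at least 117-fold lower there than in the SAH 1d group (adjusted p = 0.000182). Dhrs7l1 also has no count in sham-2, sham-3 and sham-6, while the other sham libraries hold 1.60 to 1.73 CPM. Il11 and Lif are also among the decreases (log2 fold change -7.52, SE 1.62, adjusted p = 0.0423, and log2 fold change -5.99, SE 1.202, adjusted p = 0.0307). Il11 reaches 89.7 CPM and Lif 28.2 CPM in SAH 1d-3. Il11 loses its call without SAH 1d-4, SAH 1d-5 or any SAH 7d library but SAH 7d-5, with adjusted p between 0.0541 and 0.111. Lif loses its call without SAH 1d-5 or any SAH 7d library but SAH 7d-5, with adjusted p between 0.0581 and 0.0850. In limma on log2(FPKM + 1), the adjusted p is 0.298 for Il11 and 0.211 for Lif.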

Between the SAH 1d group and the SAH 7d group, 292 DEGs are identified, including 133 upregulated genes and 159 downregulated genes. Between the sham group and the SAH 7d group, 399 DEGs are identified, with both upregulated and downregulated genes totaling 390 and 9, respectively (Figure 3B). 

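For SAH 7d versus sham, the edgeR test calls 0 genes, although 2842 genes have an unadjusted two-sided p under 0.05. The DESeq2 Wald test calls 395 genes, 381 upregulated and 14 downregulated, and 230 genes without SAH 7d-5, a test chosen after seeing the data. The edgeR fit of all 18 libraries calls 9 genes, limma voom with sample quality weights calls 1, and the limma tests on FPKM call 0. Leaving out SAH 7d-4 raises the edgeR count from 0 to 3, and leaving out any other library of this comparison keeps it at 0. Of the 381 genes that DESeq2 calls upregulated, 357 are highest in SAH 7d-5 among the SAH 7d libraries. In counts simulated in the same way from the sham and SAH 7d libraries, edgeR recovered 84% of the genes changed 4-fold and 43% of those changed 2-fold, with 2 false calls. DESeq2 recovered 91% and 61%, with 36 false calls. Recovery is again at an adjusted p under 0.05 without the fold threshold, so a DEG call is stricter. Genes were drawn independently, so no simulated library stands apart in many genes at once, as SAH 7d-5 does. The rates may therefore differ in the real counts. The plot of DEG numbers by test gives the counts of every comparison.

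**Figure D2:**
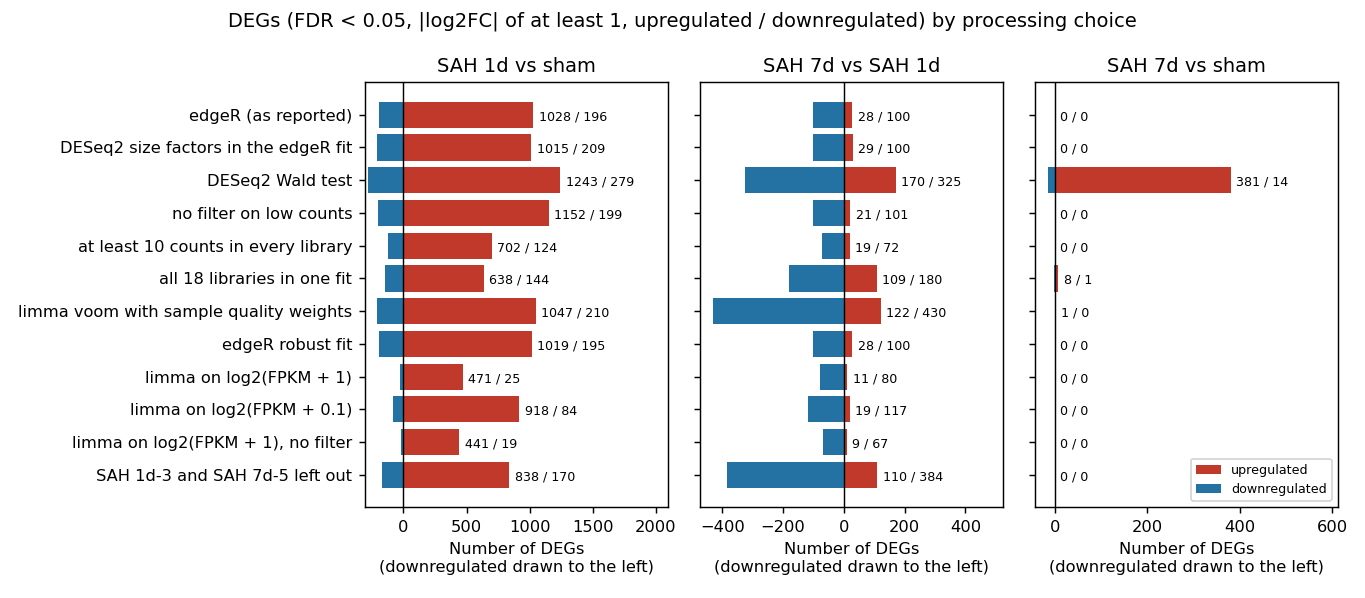
Number of DEGs on the horizontal axis for each test or setting on the vertical axis, in 1 panel per comparison, with bars for upregulated and downregulated genes. For SAH 7d versus sham, edgeR gives 0 and DESeq2 gives 395, and for SAH 7d versus SAH 1d the numbers drawn run from 76 with limma on FPKM without a filter to 552 with limma voom.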

The overall distribution of DEGs is illustrated by volcano plots (Figure 3C). Hierarchical clustering analysis of the DEGs reveals distinct gene clusters and intergroup differences (Figure 3D).

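A gene is separated when every library of 1 group lies above every library of the other in CPM, which chance alone gives in 0.216% of genes, or about 40 of those tested. For SAH 1d versus sham, 2452 genes are separated (13.3%), among them 721 DEGs, 631 higher and 90 lower. In SAH 7d versus SAH 1d, 563 genes are separated (3.05%), among them 100 DEGs, 19 higher and 81 lower. Between SAH 7d and sham, where edgeR calls no gene, 226 genes are separated (1.23%).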

**Figure 3:**
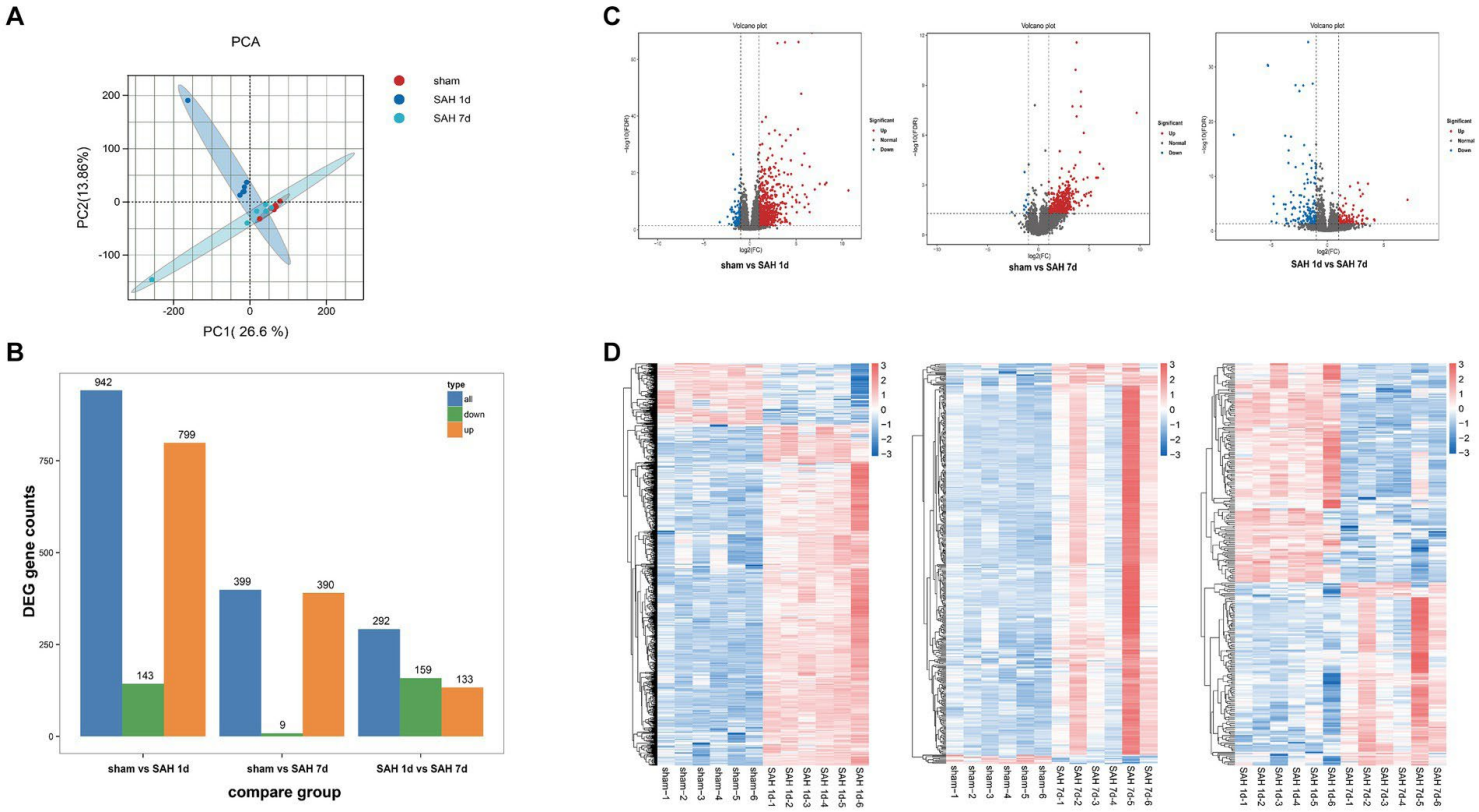
Transcriptomic analysis of differentially expressed genes. **(A)** Principal Component Analysis (PCA) evaluates the reproducibility of different product groups. **(B)** The number of upregulated and downregulated DEMs in different groups. **(C)** Volcano plots of differentially expressed genes in different groups, with red indicating upregulation and green indicating a downward adjustment. **(D)** A heatmap for clustering analysis of differentially expressed genes in different groups, with the red rectangle representing upregulated genes and the blue rectangle representing downregulated genes.

To elucidate the specific biological functions of the DEGs between the sham group and the SAH 1d group, as well as between the SAH 1d group and the SAH 7d group, we performed Gene Ontology (GO) enrichment analysis. Through GO enrichment analysis, we gain a deeper understanding of the biological processes (BPs), cellular components (CCs), and molecular functions (MFs) that may be altered at different time points post-SAH.

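The response to viruses was measured with a list of 10 genes of the antiviral interferon response, of which 9 are tested and all 9 exceed 1 CPM on average in the sham group. The score of a list is the mean log2 CPM of its genes, compared between groups with an exact two-sided permutation test that is adjusted over 63 tests, from 21 lists in 3 comparisons. The score of the interferon list is 2.83 ± 1.71 (SD) in the sham group and 5.08 ± 0.83 in the SAH 1d group. The difference of 2.25 has an exact p of 0.0217 and an adjusted p of 0.0682, so it does not pass the correction, although 6 of 6 SAH 1d libraries lie above the sham mean. All 9 genes are higher in the SAH 1d group, and 3 of them are DEGs in edgeR. These are Rsad2 (log2 fold change 2.69, SE 0.60, adjusted p = 0.00667), Oasl (log2 fold change 2.31, SE 0.68, adjusted p = 0.0247) and Isg15 (log2 fold change 1.83, SE 0.58, adjusted p = 0.0344). Rsad2 ranges from 1.82 CPM in sham-5 to 26.2 CPM in sham-4. In the sham group the score is 4.89 in sham-2 and 4.94 in sham-4, and between 0.967 and 2.52 in the others.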

In the SAH 1d group versus the Sham group, DEGs are enriched in various BPs, predominantly involving inflammatory and immune responses, regulation of angiogenesis, complement activation, cellular response to lipopolysaccharide, and defense response to viruses. In terms of CCs, the DEGs show enrichment in the extracellular space and matrix, MHC class II protein complex, MCM complex, and cell surface, which suggests their involvement in regulating these structural components. 

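The lists of the MCM complex, MHC class II, chemokines and the interferon response follow terms that the paper names from these same libraries. Their scores are therefore not independent evidence for these terms. All 6 genes of the MCM complex, Mcm2 to Mcm7, exceed 1 CPM on average in the sham group. Their score rises from 2.45 ± 0.258 (SD) in the sham group to 4.07 ± 0.204 in the SAH 1d group, a difference of 1.62. Each SAH 1d library lies above every sham library, which gives the smallest exact p that the splits allow (0.00216, adjusted 0.0124). In edgeR all 6 genes are higher at an adjusted p under 0.05, from Mcm5 (log2 fold change 2.84, SE 0.30, adjusted p = 6.23e-05) to Mcm7 (log2 fold change 0.47, SE 0.13, adjusted p = 0.0158), and 5 of them exceed the 2-fold threshold. The list of MHC class II genes holds 7 genes, all above 1 CPM on average in the sham group, and 5 of them are also listed in the KEGG tables of the study. The MHC class II score is 1.93 ± 0.609 in the sham group and 2.90 ± 0.360 in the SAH 1d group. The difference of 0.97 has an exact p of 0.00649 and an adjusted p of 0.0315, and 4 of 6 SAH 1d libraries lie above every sham library. Without SAH 1d-3 the difference is 0.84 and no longer passes the correction (adjusted permutation p = 0.0606), while over the other settings tried the adjusted p ranges from 0.0136 to 0.0315. Of the 7 genes, RT1-DMb (log2 fold change 1.67, SE 0.21, adjusted p = 0.000207) and RT1-DMa (log2 fold change 1.196, SE 0.13, adjusted p = 8.36e-05) are DEGs, and Cd74 (log2 fold change 0.88, SE 0.22, adjusted p = 0.013) changes by less than 2-fold.

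**Figure D3:**
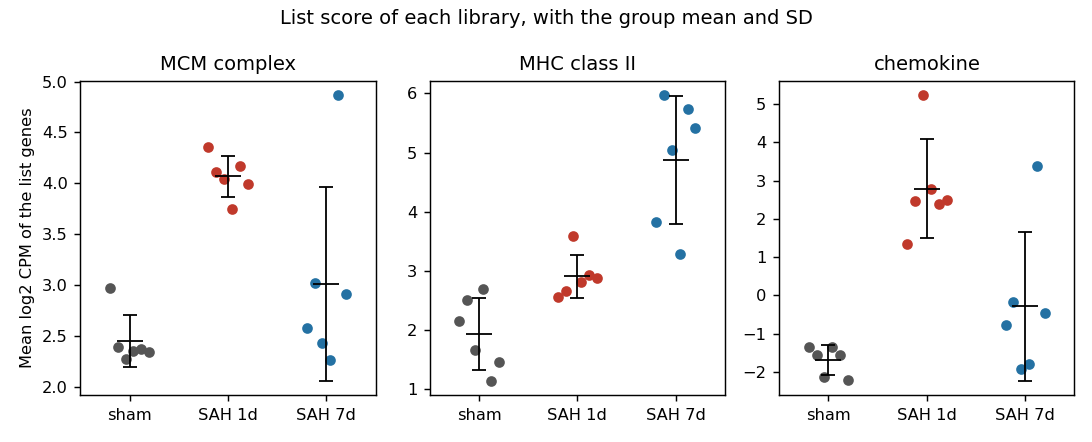
Scores of the MCM complex, MHC class II and chemokine lists, as mean log2 CPM on the vertical axis, in the sham, SAH 1d and SAH 7d groups. Points are libraries, and the line and bar are the group mean and SD. The MCM scores of the SAH 1d group (4.07 ± 0.204) all lie above the sham libraries, and the MHC class II scores are highest in the SAH 7d group.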

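The list of 9 chemokine genes is near the detection limit in the sham group, where 2 genes, Cxcl10 and Cxcl16, exceed 1 CPM on average. The study lists 7 of the 9 genes in its KEGG tables and names Ccl2 and Cxcl10 among its core genes. The chemokine score is -1.69 ± 0.385 (SD) in the sham group and 2.79 ± 1.29 in the SAH 1d group. The difference of 4.47 has an exact p of 0.00216, the smallest possible, and an adjusted p of 0.0124, with each SAH 1d library above every sham library. All 9 genes are DEGs in edgeR and upregulated. Among them are Ccl4 (log2 fold change 5.67, SE 0.72, adjusted p = 0.000228), Ccl7 (log2 fold change 5.91, SE 0.87, adjusted p = 0.000653), Cxcl11 (log2 fold change 3.44, SE 0.29, adjusted p = 1.82e-05) and Cxcl16 (log2 fold change 2.93, SE 0.46, adjusted p = 0.00104). SAH 1d-3 raises several of these folds, with 15.7 CPM for Ccl4, 46.6 CPM for Ccl7 and 168 CPM for Cxcl16, against at most 6.84, 7.83 and 42.6 CPM in the other SAH 1d libraries. Cxcl2 has no count in any sham library, and in the SAH 1d group 27.1 CPM in SAH 1d-3 stand against 0 to 0.699 CPM in the others. From SAH 1d to SAH 7d the score decreased by 3.07, with an exact permutation p of 0.0130 and an adjusted p of 0.0546. This difference passes the correction on the FPKM scale and without SAH 1d-3 and SAH 7d-5.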

Regarding MFs, the DEGs are primarily implicated in pathways related to integrin binding, cytokine receptor activity, chemokine activity, and cell adhesion molecule binding (Figures 4A–C). Besides, in the SAH 7d group versus the SAH 1d group, DEGs are remarkably enriched in BPs related to the regulation of phagocytosis, engulfment, regulation of endothelial cell proliferation and cell adhesion, regulation of the inflammatory response, complement activation, and mediated synaptic pruning. These DEGs play a role in the negative regulation of inflammation and immunity, as well as positive regulation related to repair mechanisms. 

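The MHC class II score rises further, to 4.88 ± 1.08 (SD) in the SAH 7d group, which is 1.97 above the SAH 1d group. This difference has an exact permutation p of 0.00433 and an adjusted p of 0.0227, and 5 of 6 SAH 7d libraries lie above every SAH 1d library. In edgeR, 5 of the 7 genes are DEGs for SAH 7d versus SAH 1d, all upregulated. Besides RT1-Ba and RT1-Bb, they are RT1-Da (log2 fold change 3.13, SE 0.57, adjusted p = 0.0183), RT1-Db1 (log2 fold change 2.94, SE 0.53, adjusted p = 0.0186) and Cd74 (log2 fold change 2.86, SE 0.48, adjusted p = 0.0124). Cd74 has a mean of 168 ± 119 CPM in the SAH 7d group, with the highest value, 358 CPM, in SAH 7d-2. RT1-DMa (adjusted p = 0.764) and RT1-DMb (adjusted p = 0.614), which are upregulated in the SAH 1d group, do not differ between the SAH groups in this test. The RT1 genes are similar in sequence, so the split of reads between them is uncertain. The score of the SAH 7d group also exceeds that of the sham group, by 2.95 (exact p = 0.00216, adjusted 0.0124).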

In terms of CCs, the DEGs are involved in pathways regulating the extracellular space, MHC class II protein complex, lysosome, collagen-containing extracellular matrix, and cell surface. For MFs, the DEGs are implicated in pathways modulating sulfiredoxin activity, cytokine activity, heme binding, and growth factor activity (Supplementary Figures S4A–C).

**Figure 4:**
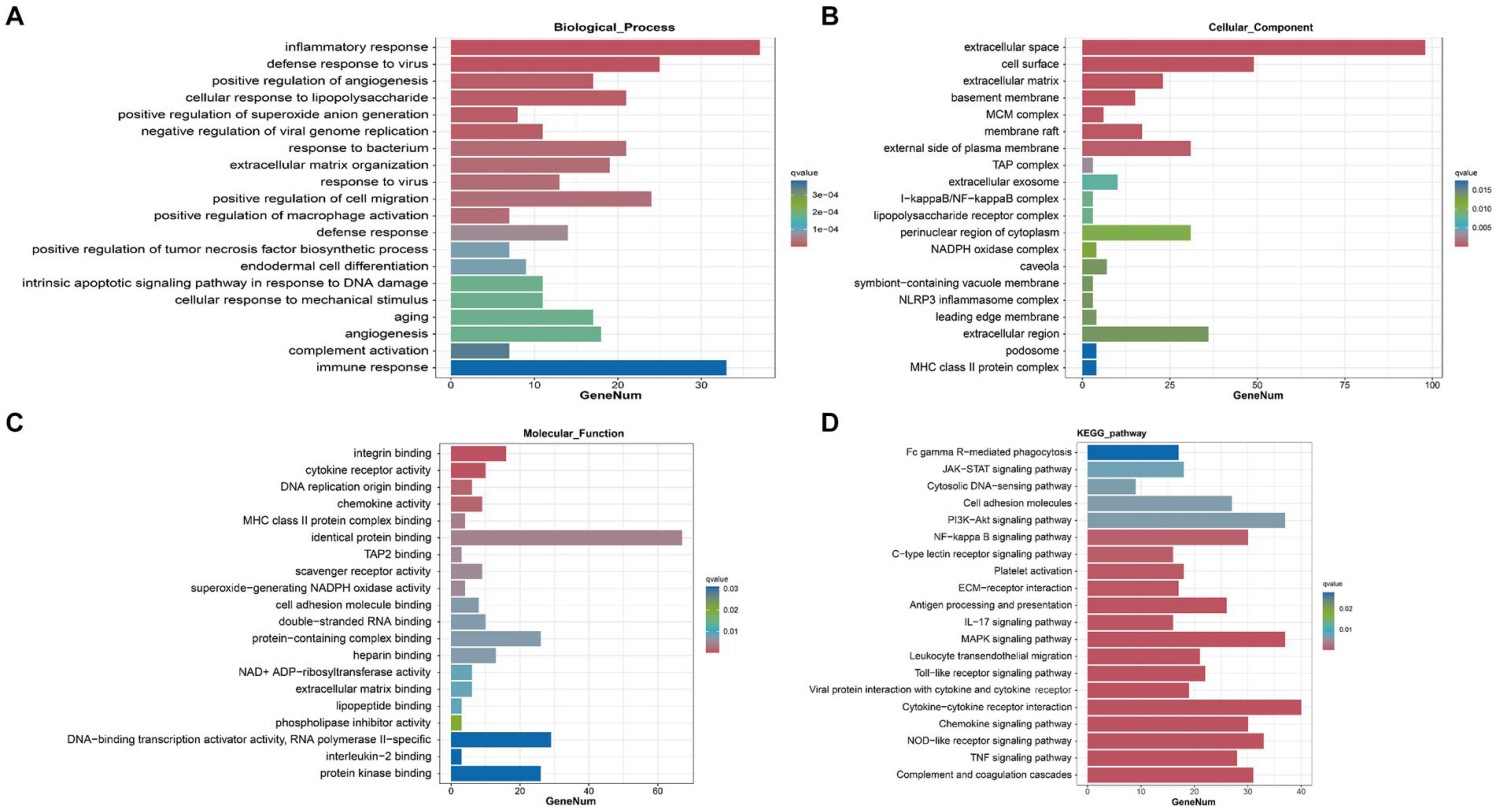
Transcriptomic analysis and joint analysis of the sham group and SAH 1d group. GO enrichment analysis of DEGs [BP **(A)**, CC **(B)**, MF **(C)**]. **(D)** KEGG enrichment analysis of DEGs.

Further analysis of the DEGs is conducted through KEGG pathway analysis. The results reveal that, compared to the sham group, DEGs at SAH 1d are enriched in multiple inflammatory and immune pathways including Complement and coagulation cascades, Cytokine-cytokine receptor interaction, Chemokine signaling pathway, and the majority of these DEGs were upregulated (Figure 4D). This analysis underscores the significant activation of inflammation and immune response pathways shortly after SAH, highlighting the body’s immediate molecular response to injury and the potential targets for therapeutic intervention to modulate these responses. 

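The supplementary KEGG table for this comparison lists the DEGs of the study in each pathway, and these genes were tested in the deposited counts. The study chose the lists on the same libraries, so their direction is not independent evidence. For Complement and coagulation cascades, 30 of 30 tested genes are higher in the SAH 1d group, 28 of them are DEGs in edgeR, and the median log2 fold change is 1.89. Kng1, which has no count in the sham group, lies above this median at its lower bound too. For Chemokine signaling pathway, 26 of 30 genes are higher and 4 are lower, 29 are DEGs, and the median is 1.64. For Cytokine-cytokine receptor interaction, 38 of 40 genes are higher, 37 are DEGs, and the median is 1.74. The 3 pathways together hold 88 tested genes, since 1 of the 89 listed symbols stands for more than 1 gene in the files. Of the 88 genes, 84 are higher (95.5%, Wilson 95% interval 88.9% to 98.2%) and 83 are DEGs, 80 upregulated and 3 downregulated. The interval treats the genes as independent and does not measure the spread between rats. DESeq2 calls 73 of the 88 genes, and edgeR calls 71 without SAH 1d-3. Over all 493 tested KEGG-annotated genes of the table, 460 are higher and 459 are DEGs.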

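The supplementary KEGG table for SAH 7d versus SAH 1d was read in the same way, and its lists were also chosen on these libraries. The 14 genes listed for Antigen processing and presentation divide into 7 higher and 7 lower in the SAH 7d group, and 12 are DEGs in edgeR, 6 in each direction. The 7 higher genes are RT1-Ba, RT1-Bb, RT1-Da, RT1-Db1, Cd74, Cd4 and Ctss. The 7 lower genes include the heat shock genes Hspa1a (log2 fold change -5.29) and Hsp90aa1 (-1.02). The even split is thus not a mixed direction of the MHC class II genes. The median log2 fold change of the 14 genes, 0.23, becomes -0.10 without SAH 1d-3 and SAH 7d-5. Of the 8 genes for ECM-receptor interaction, 5 are higher and 3 are lower, and 2 are DEGs, 1 in each direction. Their median is 1.11, or 0.55 without these 2 libraries. Of the 10 genes for Th17 cell differentiation, 6 are higher and 4 are lower, and 9 are DEGs, 5 upregulated and 4 downregulated, with a median of 2.17, or 1.37 without these 2 libraries. RT1-Ba, RT1-Bb, RT1-Da and RT1-Db1 are again among the higher genes and Hsp90aa1 among the lower.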

Compared to SAH 1d, the DEGs at SAH 7d are also dramatically enriched in inflammatory and immune pathways, containing Antigen processing and presentation, ECM-receptor interaction, and Th17 cell differentiation signaling pathways (Supplementary Figure 4D). However, the majority of these DEGs are downregulated. This shift in gene expression indicates a transition in the inflammatory and immune response from the acute phase following injury to a more controlled state, hinting at the body’s attempt to restore homeostasis and initiate repair processes.

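Over the 3 pathways, 13 of 24 listed genes are higher in the SAH 7d group and 11 are lower (54.2% higher, Wilson 95% interval 35.1% to 72.1%). The interval treats the genes as independent, although they share the same libraries, and does not measure the spread between rats. In edgeR 15 of the 24 genes are DEGs, 7 upregulated and 8 downregulated. DESeq2 calls 21, of which 11 are upregulated and 10 downregulated. Over all KEGG-annotated genes of this comparison, 74 of 145 are higher and 71 are lower, and the 45 DEGs among them in edgeR are 11 upregulated and 34 downregulated. DESeq2 calls 128 of them, 64 in each direction.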

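How much of the SAH 1d change is left at SAH 7d was measured as the ratio of the log2 fold change against sham at SAH 7d to that at SAH 1d, from an edgeR fit of all 18 libraries. Over the 1028 genes upregulated at SAH 1d, the median of this share is 70.7%, with quartiles of 35.4% and 117.9%. At SAH 7d, 669 of these genes keep more than 50% of their change, and 81 have the opposite sign. Over the 196 genes downregulated at SAH 1d, the median share is 40.3%, with quartiles of 22.1% and 57.0%. Because the genes were selected at SAH 1d against the same sham libraries, the share was also computed in simulated counts. When SAH 7d was simulated equal to SAH 1d, the median share averaged 92.7% for upregulated and 83.4% for downregulated genes. When SAH 7d was simulated equal to sham, it averaged 8.60% and 13.3%. The simulated sets of downregulated genes are larger than the 196 real genes, with medians of 388 and 383 genes. For these genes the simulated shares are therefore only a rough reference. No simulated library stands apart from its group as SAH 7d-5 does, so the simulated shares do not show the effect of such a library. The share of the upregulated genes depends on SAH 7d-5, and it is 33.8% without that library. No other single library moves this median by more than 1.5 times, and none moves that of the downregulated genes so far. Genes without counts in the sham group enter with fitted fold changes that depend on edgeR's prior count. From the rise of inflammatory and immune genes at SAH 1d and their later decrease, the paper proposes a shift of the immune response from an acute phase to a more controlled state.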

### 3.3 Joint analysis of metabolism and transcription

To further probe into the interrelationship between DEGs and DEMs, a joint analysis is conducted on the sham group and the SAH 1d group. The number of common pathways revealed by KEGG analysis is presented in Figure 5C, and some of the pathways prominently enriched with both DEGs and DEMs are displayed in Figure 5A. The results indicate that these common pathways are tightly linked to inflammation, immune and metabolism-related pathways. Further pathway enrichment analysis of DEGs and DEMs is conducted using the MetaboAnalyst5.0 platform, resulting in a metabolic pathway enrichment map (Figure 5B; Supplementary Table S4). The joint analysis results of the SAH 1d group and SAH 7d group are shown in Supplementary Figures S4E–G and Supplementary Table S5. Comparing these results with the enrichment outcomes between the SAH 1d group and the SAH 7d group reveals that both sets of data are closely associated with pathways such as Arginine and proline metabolism, Arachidonic acid metabolism, Folate biosynthesis, Sphingolipid metabolism, Cysteine, and methionine metabolism, Pyrimidine metabolism and Inositol phosphate metabolism, which are consistent with those identified in Figure 1C.

**Figure 5:**
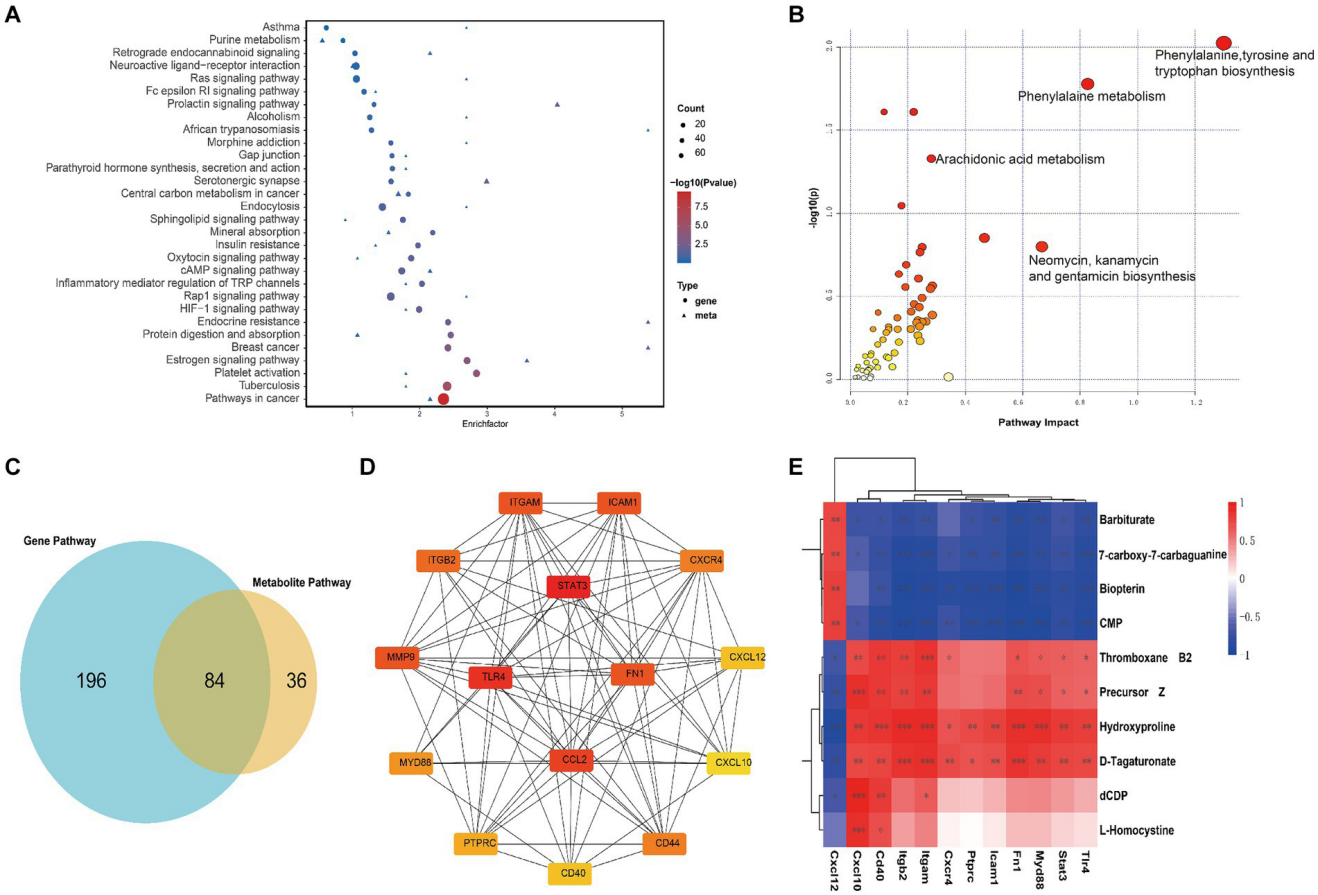
Joint analysis of transcriptomics and metabolomics. **(A)** Enrichment pathway analysis of differentially expressed genes and metabolites in KEGG, with circles representing the transcriptome and triangles representing the metabolome between Sham group and SAH 1d group. The size of the bubble represents the number of differential metabolites or genes, and the larger the number, the larger the dot. **(B)** Pathway enrichment analysis of differentially expressed genes and metabolites between Sham group and SAH 1d group. **(C)** Venn diagram of metabolic pathways enriched by metabolomics and transcriptomics between Sham group and SAH 1d group. **(D)** 15 core genes were selected from the protein interaction network of immune inflammation-related differentially expressed genes. **(E)** Correlation between core genes and specific metabolites (*p < 0.05, **p < 0.01, ***p < 0.001).

The metabolites and their related genes within these enriched pathways above are detailed in Table 1, followed by representative metabolic pathway diagrams (Figures 6, 7). 

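Table 1 names 46 genes that could be tested in the deposited counts. A named gene counts as changed at an edgeR adjusted p under 0.05, whatever its fold. For SAH 1d versus sham, 35 of the 46 genes are higher and 11 lower. Of these, 32 are changed, 26 higher and 6 lower, and 21 exceed 2-fold. Adjusted over the list alone, 38 genes are changed, which is not independent evidence because the study chose the genes on these samples. The changed genes include all 5 of arachidonic acid metabolism, all 5 of inositol phosphate metabolism and both of sphingolipid metabolism. They also include 6 of 8 genes of arginine and proline metabolism, 5 of 11 of folate biosynthesis (counting Gphn, which is in Figure 7 and not in Table 1), 4 of 9 of pyrimidine metabolism and 5 of 7 of cysteine and methionine metabolism. Cdo1 (log2 fold change 1.21, SE 0.25, adjusted p = 0.00413) and Plcd1 (log2 fold change 1.24, SE 0.13, adjusted p = 6.66e-05) are higher, whereas Got1 (log2 fold change -0.50, SE 0.11, adjusted p = 0.00778) and Cbs (log2 fold change -0.63, SE 0.21, adjusted p = 0.0426) are lower. The adjusted p of Cbs rises to between 0.0586 and 0.0854 without SAH 1d-1, SAH 1d-4, SAH 1d-5, SAH 1d-6, sham-1, sham-2, sham-3 or sham-4. Itpkc loses its place without sham-5 (adjusted p = 0.0536) or sham-6 (0.0556). Sphk1 (log2 fold change 2.65, SE 0.74, adjusted p = 0.0207) reaches 34.9 CPM in SAH 1d-3 and 1.68 to 5.03 CPM in the other SAH 1d libraries, and its adjusted p is 0.149 in limma on log2(FPKM + 1). At SAH 7d versus SAH 1d, edgeR finds 4 changed genes, Oat higher and Upp1, Cdo1 and Plcd1 lower, and 14 when adjusted over the list alone. Cdo1 (log2 fold change -1.27, SE 0.26, adjusted p = 0.0363) is no longer changed without SAH 1d-1, SAH 1d-5 or any SAH 7d library but SAH 7d-5 (adjusted p between 0.0559 and 0.0897). Plcd1 (log2 fold change -0.84, SE 0.18, adjusted p = 0.0377) is no longer changed when any SAH library other than SAH 1d-3 or SAH 7d-5 is left out (0.0673 to 0.0960). Among all 62 genes that the paper names, 5 are changed in this comparison with all libraries and 24 without SAH 7d-5. The number is 0 without SAH 7d-2, 1 without SAH 1d-5, SAH 7d-1, SAH 7d-4 or SAH 7d-6, 2 without SAH 1d-2, SAH 1d-6 or SAH 7d-3, and 3 without SAH 1d-1 or SAH 1d-4. Between SAH 7d and sham, edgeR finds 0 changed genes in Table 1, and 0 when adjusted over the list alone, although 20 have an unadjusted two-sided p under 0.05. DESeq2 finds 4, and limma voom and limma on FPKM find 0.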

In the comparison between the sham group and the SAH 1d group, metabolites such as Hydroxyproline, N(omega)-Hydroxyarginine, Thromboxane B2, Precursor Z, L-Homocystine, and dCDP show increased expression. In contrast, Prostaglandin A2, Leukotriene C4, Prostaglandin H2, 9(S)-HETE, Formamidopyrimidine nucleoside triphosphate, Barbiturate, Biopterin, 7-carboxy-7-carbaguanine, 2-Oxo-4-methylthiobutanoic acid, and CMP experience a decrease in expression levels. However, when comparing the SAH 1d group with the SAH 7d group, the expression levels of these metabolites are opposite (Figures 6, 7).

**Table 1:** Differentially expressed genes and metabolites in different pathways.

Pathway	Gene	Metabolite
Arginine and proline metabolism	Nos3; Cndp1; Arg1; Odc1; Aldh7a1; P4ha2; P4ha1; Oat	Hydroxyproline; N(omega)-Hydroxyarginine
Arachidonic acid metabolism	Ptgs2; Pla2g4a; Ltc4s; Ptges; Tbxas1	Thromboxane B2; Prostaglandin A2; Leukotriene C4; Prostaglandin H2; 9(S)-HETE
Folate biosynthesis	Pah; Gch1; Mocos; Mocs1; Pts; Pcbd1; Pcbd2; Fpgs; Dhfr; Qdpr	Formamidopyrimidine nucleoside triphosphate; Precursor Z; Biopterin; 7-Carboxy-7-carbaguanine
Pyrimidine metabolism	Upp1; Enpp3; Rrm2; Dctd; Ak2; Nt5e; Pdp2; Pogk; Dtymk	Barbiturate; CMP; dCDP
Cysteine and methionine metabolism	Cdo1; Cth; Ll4i1; Pcmtd2; Cbs; Fabp3; Got1	2-Oxo-4-methylthiobutanoic acid; L-Homocystine
Inositol phosphate metabolism	Itpkb; Itpkc; Plce1; Plcd1; Plcb2	D-Tagaturonate
Sphingolipid metabolism	Acer2; Sphk1	Sphinganine

**Figure 6:**
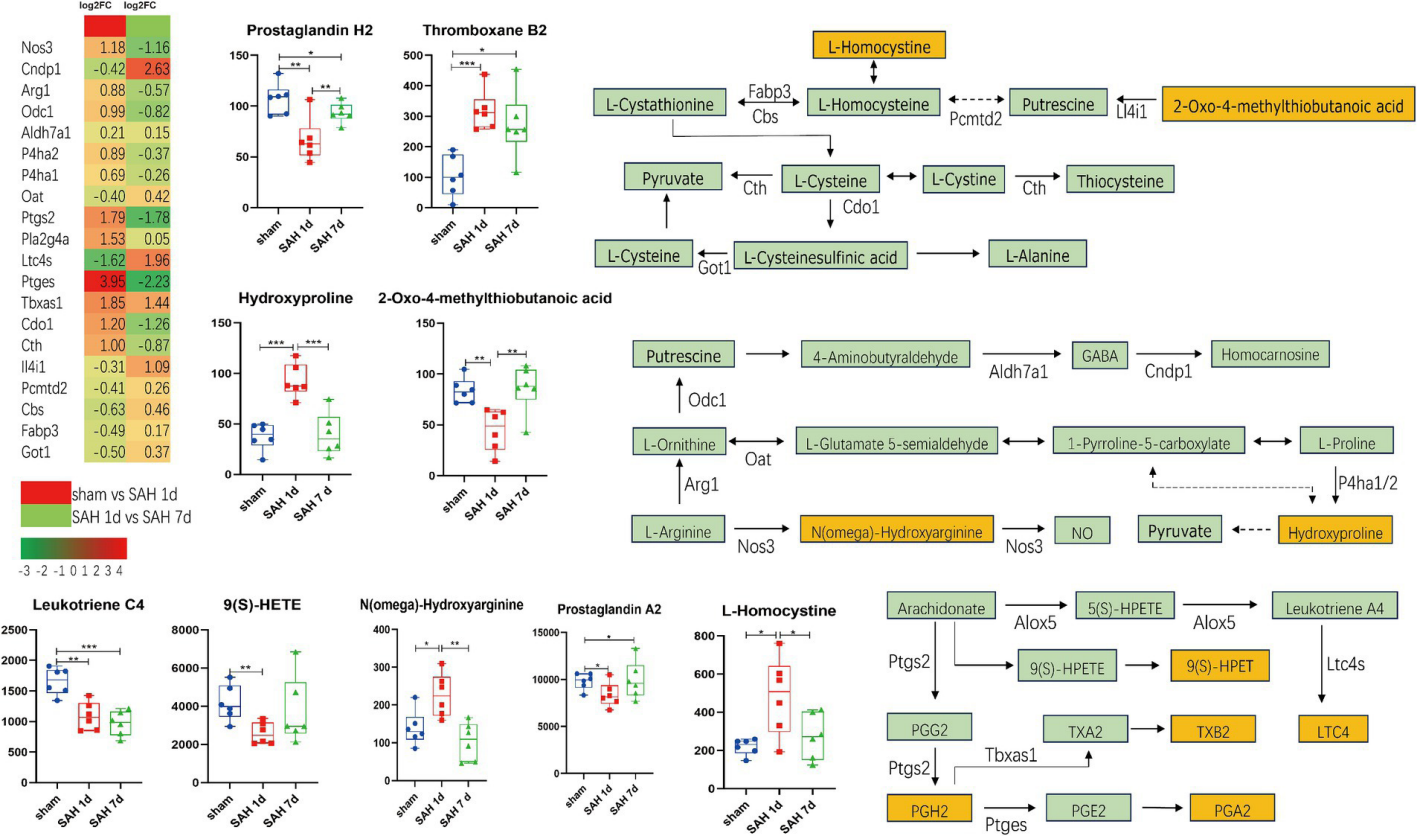
Simplified diagram of arginine and proline metabolism, arachidonic acid metabolism, and arachidonic acid metabolism pathways, with red indicating gene upregulation and green indicating gene downregulation (*p < 0.05, **p < 0.01, ***p < 0.001, *n* = 6).

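Of the genes of arachidonic acid metabolism, Ptgs2 is upregulated at SAH 1d (log2 fold change 1.79, SE 0.38, adjusted p = 0.00556), from 48.3 ± 3.21 CPM (SD) in the sham group to 167 ± 133 CPM. Its decrease at SAH 7d versus SAH 1d (log2 fold change -1.79, SE 0.44, adjusted p = 0.0678) does not reach the threshold with all libraries, and its adjusted p is 0.0370 without SAH 7d-5. Pla2g4a (log2 fold change 1.54, SE 0.19, adjusted p = 0.00017) and Tbxas1 (log2 fold change 1.85, SE 0.21, adjusted p = 8.79e-05) are upregulated at SAH 1d, and Ltc4s is downregulated (log2 fold change -1.61, SE 0.44, adjusted p = 0.0185). The adjusted p of Tbxas1 is 0.100 when all 18 libraries share 1 fit. Ptges is upregulated too (log2 fold change 3.96, SE 0.78, adjusted p = 0.00354), with 47.8 CPM in SAH 1d-3 and 2.29 to 8.42 CPM in the other SAH 1d libraries. Among the genes of arginine and proline metabolism, Nos3 (log2 fold change 1.19, SE 0.30, adjusted p = 0.0124), P4ha1 (log2 fold change 0.69, SE 0.09, adjusted p = 0.000197) and P4ha2 (log2 fold change 0.90, SE 0.08, adjusted p = 2.31e-05) are higher at SAH 1d.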

**Figure 7:**
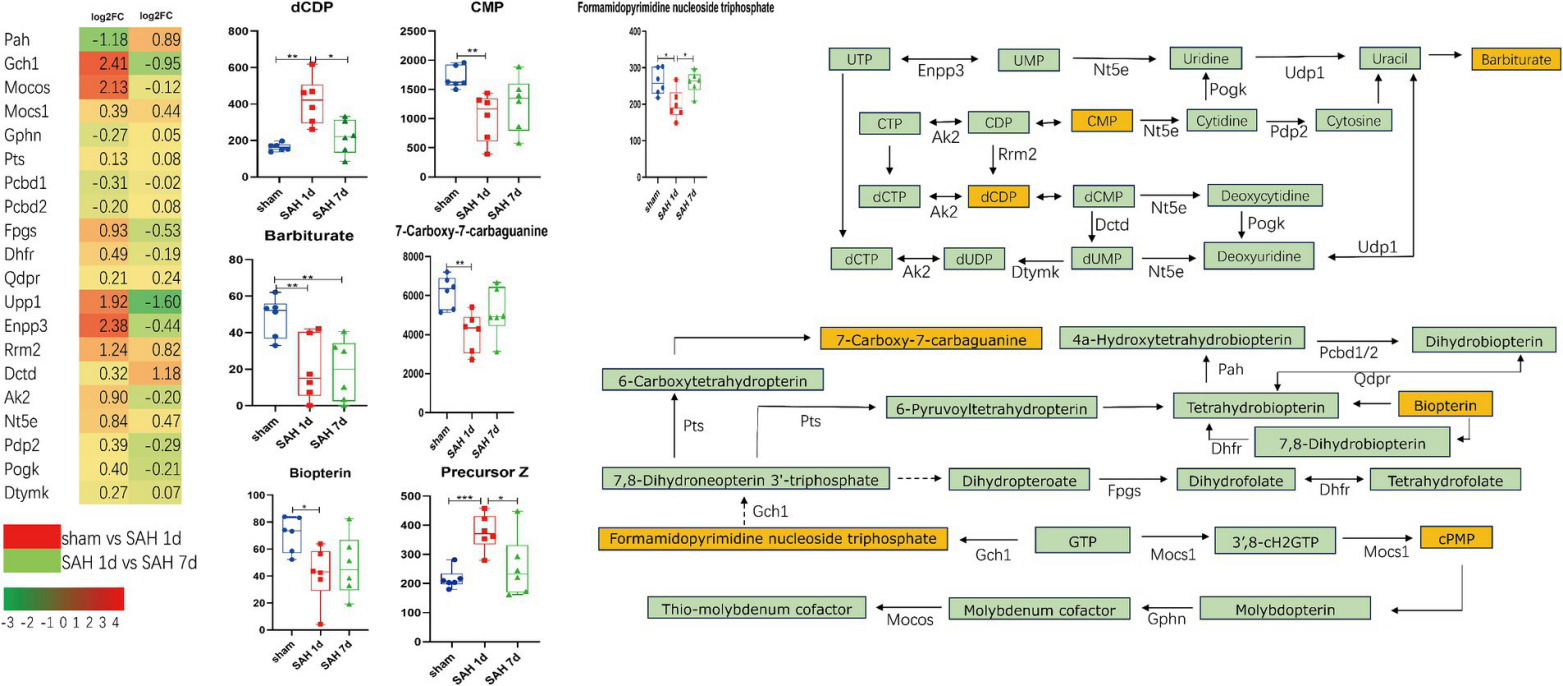
Simplified diagram of folate synthesis and pyrimidine metabolism pathways, with red indicating gene upregulation and green indicating gene downregulation (*p < 0.05, **p < 0.01, ***p < 0.001, *n* = 6).

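In folate biosynthesis, Gch1 is upregulated at SAH 1d (log2 fold change 2.41, SE 0.36, adjusted p = 0.00073). All 9 genes that Table 1 of the paper assigns to pyrimidine metabolism are higher at SAH 1d, and 4 are changed in edgeR. This assignment was taken from the paper and was not checked. Upp1 rises from 7.28 ± 2.86 CPM (SD) in the sham group to 27.6 ± 16 CPM at SAH 1d (log2 fold change 1.93, SE 0.36, adjusted p = 0.00254) and falls at SAH 7d (log2 fold change -1.603, SE 0.34, adjusted p = 0.0375). The second change is lost without SAH 1d-2, SAH 1d-5, SAH 1d-6 or any SAH 7d library but SAH 7d-5, with adjusted p between 0.0618 and 0.105. Enpp3 (2.38) and Rrm2 (1.24) also have positive log2 fold changes at SAH 1d, with edgeR adjusted p of 0.00524 and 0.0154. With all 18 libraries in 1 fit, these become 0.0612 and 0.235. Enpp3 has 29.8 CPM in SAH 1d-3 and 4.37 to 5.34 CPM in the other SAH 1d libraries, and its log2 fold change is 1.47 without SAH 1d-3. Over the 47 pathway genes of Table 1 and Figure 7, 32 are changed at SAH 1d, and 4 of these also change at SAH 7d versus SAH 1d, with the opposite sign. Both comparisons share the SAH 1d libraries, which favors opposite signs.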

To further explore the potential connections between metabolites and immune-inflammatory genes, this study particularly focuses on comparisons between the sham group and the SAH 1d group. DEGs related to immune-inflammatory are extracted from the KEGG database and combined with DEMs associated with the above pathways. Spearman correlation network analysis is conducted (Supplementary Figure S5; Supplementary Table S6) and the results were visualized using the Cytoscape tool (Supplementary Figure S6). The above analysis reveals significant correlations between these DEGs and DEMs. 

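The 15 genes STAT3, TLR4, CCL2, MMP9, FN1, ITGAM, ICAM1, ITGB2, CD44, CXCR4, MYD88, PTPRC, CXCL12, CD40 and CXCL10 were tested in the deposited counts under their rat symbols. For SAH 1d versus sham all 15 are DEGs in edgeR, 14 upregulated and 1 downregulated, and the same 15 pass when adjusted over the list alone. Because the genes were selected among the DEGs of these samples, this is not independent evidence. The smallest adjusted p is that of Itgam (log2 fold change 2.72, SE 0.21, adjusted p = 9.90e-06), and the largest fold is that of Ccl2 (log2 fold change 7.56, SE 1.04, adjusted p = 0.000414). Ccl2 reaches 248 CPM in SAH 1d-3 and 8.03 to 22.4 CPM in the other SAH 1d libraries, and DESeq2 gives it no adjusted p. Cxcl10 (log2 fold change 4.10, SE 0.47, adjusted p = 0.000102; 4.70 without sham-4) and Stat3 (log2 fold change 1.41, SE 0.22, adjusted p = 0.000858) are upregulated, and Cxcl12 is downregulated (log2 fold change -1.33, SE 0.20, adjusted p = 0.000679). Tlr4 (adjusted p = 0.0319) loses its call without sham-2, sham-4, sham-5 or sham-6, with adjusted p between 0.0613 and 0.0662, and Cxcr4 without sham-3 (0.0504). With all 18 libraries in 1 fit, Tlr4 (0.167), Cxcr4 (0.350), Fn1 (0.108), Ptprc (0.108) and Cd40 (0.0861) lose theirs. For SAH 7d versus sham, 13 of the genes are higher, edgeR calls 0 of them over all genes, and 13 pass both unadjusted and when adjusted over the list alone. DESeq2 calls 5, and limma voom and limma on FPKM call 0. Between SAH 7d and SAH 1d, 8 are higher and 7 lower, and Cxcl12 (log2 fold change 1.25, SE 0.26, adjusted p = 0.0363) is the 1 gene called. Its adjusted p lies between 0.0533 and 0.0853 without SAH 1d-2, SAH 1d-4, SAH 1d-5, SAH 1d-6, SAH 7d-1, SAH 7d-2, SAH 7d-4 or SAH 7d-6. Mmp9 has an adjusted p of 0.0578 in this comparison with all libraries, 0.0138 without SAH 1d-3 and 0.0183 without SAH 7d-5. Also without SAH 7d-5, Ccl2 (0.00543), Cxcl10 (0.0153), Stat3 (0.0182), Icam1 (0.0216), Cd44 (0.0250) and Myd88 (0.0418) pass as lower at SAH 7d.

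**Figure D4:**
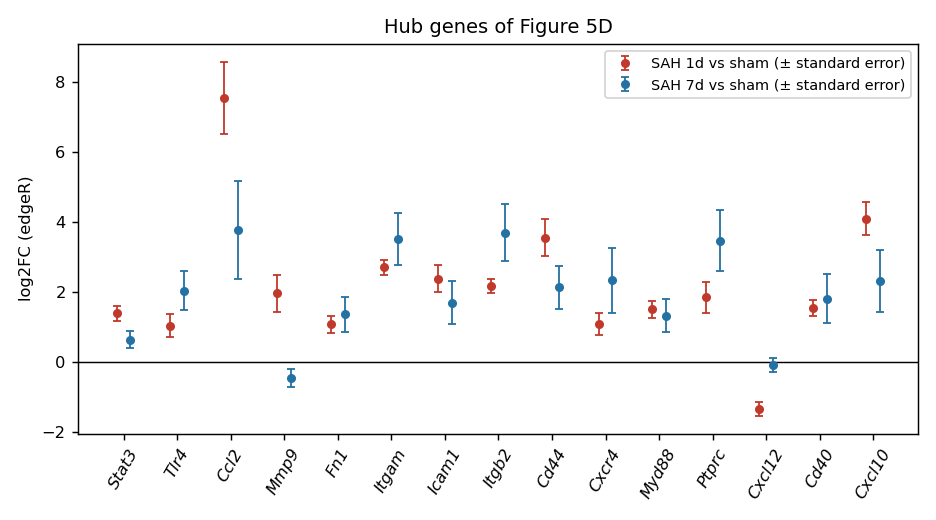
Log2 fold change of each of the 15 hub genes against the sham group, at SAH 1d and at SAH 7d, with bars for the SE. The SE is the size of the fold change divided by the square root of edgeR's F statistic. At SAH 1d all but Cxcl12 lie above 0, and the SE are larger at SAH 7d than at SAH 1d for most genes, for example 0.82 against 0.21 for Itgb2.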

Further, using protein–protein interaction (PPI) networks and the CytoHubba plugin, top 15 hub genes associated with immune inflammation are identified, including STAT3, TLR4, CCL2, MMP9, FN1, ITGAM, ICAM1, ITGB2, CD44, CXCR4, MYD88, PTPRC, CXCL12, CD40 and CXCL10 (Figure 5D). Figure 5E shows further correlation analysis between these hub genes and specific DEMs. These findings further affirm the close connection between immune-inflammatory genes and specific DEMs, providing a wealth of information that transcends single-omics studies.

## 4 Discussion

Subarachnoid hemorrhage (SAH) is the third most common type of stroke, typically caused by the rupture of intracranial aneurysms. It is an acute and highly fatal hemorrhagic stroke. The initial bleeding event can lead to increased intracranial pressure, dysregulation of cerebral perfusion pressure, impaired microvascular function, delayed cerebral ischemia, and extensive systemic dysfunctions (Claassen and Park, 2022; Lauzier and Athiraman, 2024). In the pathogenesis of SAH, the activation of brain immune-inflammatory cells and the release of inflammatory factors play a pivotal role in damaging the blood–brain barrier (BBB) and causing neuronal injury, thereby exacerbating brain damage. 

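In the class Immune system of the supplementary KEGG tables, 190 of 197 tested genes are higher at SAH 1d than in the sham group (96.4%). Of these 197 genes, 186 are DEGs in edgeR, 180 upregulated and 6 downregulated, with a median log2 fold change of 1.61. DESeq2 calls 179, and edgeR without SAH 1d-3 calls 149. For SAH 7d versus sham, 135 of 136 listed genes are higher and all 136 have an unadjusted two-sided p under 0.05, but edgeR calls 0 of them after adjustment, and DESeq2 calls 104. Their median log2 fold change is 2.42, and 1.16 without SAH 7d-5. Between the SAH groups, 23 of 42 listed genes are higher and 19 are lower, and edgeR calls 14, 7 in each direction. DESeq2 calls 35 of the 42, 19 upregulated and 16 downregulated, and edgeR without SAH 1d-3 and SAH 7d-5 calls 23, 9 upregulated and 14 downregulated. Each list holds genes that the study itself called on these samples.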

In the present study, the results from KEGG and GO analyses indicate that DEGs within immune and inflammatory pathways are broadly upregulated. We have screened core genes related to immunity and found that these genes are strongly associated with oxidative stress, endothelial cell injury, and disruption of the BBB. Similarly, changes in metabolites are crucial for the pathological mechanisms of SAH, but while current understanding remains limited. Our study reveals a close connection between immune-inflammatory-related DEGs and specific DEMs. This underscores the complex interplay between genomic and metabolomic alterations in SAH, highlighting the importance of integrating multiple omics approaches to fully understand the pathophysiology of SAH and identify potential therapeutic targets. Our preliminary findings demonstrate that the pathogenesis of SAH may be associated with alterations in metabolic pathways related to arachidonic acid metabolism, cysteine and methionine metabolism, arginine and proline metabolism, folate biosynthesis, and purine metabolism. Further analysis reveals that metabolites in these metabolic pathways are closely related to oxidative stress, immune inflammation, endothelial cell damage, and BBB breakdown.

Arachidonic acid and its derivatives are crucial substances involved in oxidative stress and inflammation, capable of inducing the production of inflammatory factors by cells, thus playing a vital role in the immune-inflammatory process. Prostaglandin H2 (PGH2) is synthesized from arachidonic acid under the influence of COX2, which is encoded by the PTGS2. In mouse models deficient in the PTGS2 gene, cerebral ischemia leads to increased sensitivity to neurotoxicity, enhanced oxidative stress, and exacerbation of neuronal death (Iadecola et al., 2001). PGH2 can be converted into a variety of biologically active compounds, including PGE2, PGD2, PGA2, TXA2, TXB2, and LTB4. Inhibiting the production of prostaglandins can help maintain endothelial cell calcium ion balance, reduce inflammation and excitotoxicity, and prevent apoptosis in endothelial cells and neurons (Yagami et al., 2016; Xu et al., 2017). Meanwhile, an increase in TXA2 and TXB2 contributes to promoting platelet aggregation, blood coagulation, and vasoconstriction, which can alleviate the destruction of the BBB. These effects collectively mitigate brain injury. Additionally, the conversion products of PGH2 can regulate the excitability of synapses in the hippocampus and increase synaptic plasticity by binding to specific receptors, thereby improving long-term behavioral deficits (Heneka et al., 2015; Yagami et al., 2016; Wood et al., 2019). In SAH, leukotriene B4 (LTB4) promotes neuronal death in the cerebral cortex and augments brain edema by increasing inflammation and oxidative stress enhancing microvascular permeability, inducing leukocyte chemotaxis, elevating myeloperoxidase levels (Dvash et al., 2015; Ye et al., 2018). 9-Hydroperoxyeicosatetraenoic acid (9-HPETE) is a fatty acid derivative formed from arachidonic acid through the action of lipoxygenases, which can be converted into biologically active 9-HETE. 9-HPETE and its metabolites play roles in various biological processes, including inflammation, immune responses, cell proliferation, and apoptosis. Middle-chain HETEs (including 9-HETE) significantly stimulate the phosphorylation of ER1/2 and induce the activation of the NF-κB pathway, contributing to oxidative stress and pro-inflammatory effects and higher levels of 9-HETE are associated with an increased incidence of acute myocardial infarction in patients, as well as positive correlations with certain inflammatory and cardiac biomarkers, such as TNFα (Horn et al., 2013; Maayah et al., 2017; Morris et al., 2019; Huang et al., 2020). We speculate that arachidonic acid and its derivatives are involved in the pathological processes of SAH and secondary brain injury.

Arginine, proline, and cysteine metabolism are crucial in regulating brain function and pathological processes. N(ω)-hydroxyarginine (NOHA) is converted from arginine under the action of nitric oxide synthase (NOS), further generating NO; besides, it is also recognized as an inhibitor of NOS, showing high affinity for human arginase I. By modulating arginase activity, NOHA promotes the hydrolysis of L-arginine into L-ornithine and urea, thereby indirectly affecting the production of nitric oxide (Di Costanzo et al., 2010). After SAH, the fluctuation of NO levels in the brain is closely associated with a series of pathological responses, including early vascular constriction, platelet aggregation, vascular endothelial cell injury, destruction of the BBB, and later events like delayed cerebral vasospasm and neuronal and axonal damage (Sehba and Bederson, 2011; Osgood, 2021). However, NO also regulates the nuclear factor NF-κB, which not only promotes ferroptosis in M1-type microglia but also drives the polarization shift of microglia from the M1 to the M2 phenotype, thereby alleviating neuroinflammation (Qu et al., 2022; Tian et al., 2022). We observe that 1 day after SAH, the activation of Arg1 and Odc1, and the inhibition of Cndp1 and OAT, might lead to an increase in GABA expression. 

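At SAH 1d, Odc1 is higher than in the sham group (log2 fold change 1.00, SE 0.29, adjusted p = 0.0236), with 145 ± 97.7 CPM (SD) against 73 ± 2.36 CPM and all 6 SAH 1d libraries above every sham library. The value of SAH 1d-3 is 344 CPM, and the other SAH 1d libraries lie between 93.8 and 121 CPM. Oat is lower (log2 fold change -0.40, SE 0.06, adjusted p = 0.000715), with all 6 SAH 1d libraries below every sham library. Arg1 is higher (log2 fold change 0.89, SE 0.30, adjusted p = 0.0467), with 6.57 ± 3.3 CPM against 3.57 ± 1.07 CPM. Its adjusted p lies between 0.0589 and 0.0928 without SAH 1d-1, SAH 1d-3, SAH 1d-4, SAH 1d-6, sham-1, sham-2, sham-3, sham-4 or sham-6. It is 0.0962 with all 18 libraries in 1 fit. Without SAH 1d-3 its log2 fold change is 0.58. Cndp1 is lower on average (log2 fold change -0.41, SE 0.20, adjusted p = 0.145), a difference that does not pass the adjustment.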

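Of Arg1, Odc1, Cndp1 and Oat, edgeR finds only Oat changed at SAH 7d versus SAH 1d. Oat rises to 155 ± 9.88 CPM (SD) at SAH 7d (log2 fold change 0.42, SE 0.07, adjusted p = 0.016), and its adjusted p is 0.0502 without SAH 7d-2. Arg1 (log2 fold change -0.56, SE 0.39, adjusted p = 0.542) and Odc1 (log2 fold change -0.83, SE 0.31, adjusted p = 0.221) are lower on average. Odc1 passes in limma voom with sample quality weights (adjusted p = 0.0209). Cndp1 is higher on average (log2 fold change 2.64, SE 0.75, adjusted p = 0.112), with 79.9 CPM in SAH 7d-5 and 3.70 to 11.8 CPM in the other SAH 7d libraries. Without SAH 7d-5 the log2 fold change of Cndp1 is 1.102, with an adjusted p of 0.0293. DESeq2 with all libraries gives an adjusted p of 0.00264 for Cndp1.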

7 days after SAH, the reverse expression of these genes could potentially cause a decrease in GABA expression. In SAH, GABA can participate in inhibiting pyroptosis and the expression and release of inflammatory factors (such as NLRP3, ASC, caspase-1) (Shi et al., 2022). Taurine, by activating GABA receptors, can reduce lipid peroxidation and alleviate post-SAH brain edema, oxidative stress, and BBB disruption (Liu et al., 2022). The decrease in GABA levels in the motor cortex following SAH may lead to impaired cortical neuron function, resulting in long-term neurological deficits (Wang et al., 2020; Sugita et al., 2023). 2-Oxo-4-methylthiobutanoic acid (MTOB) is both an intermediate and end product in the methionine salvage pathway, serving as a precursor for the synthesis of methionine, cysteine, and other important sulfur-containing compounds. MTOB can reduce the activity of ornithine decarboxylase (Tang et al., 2006). Homocysteine has potential neurovascular toxicity through its oxidative effects, activation of tissue factors, and generation of free radicals leading to damage in histone acetylation, dysfunction of the activated ubiquitin system, formation of microthrombi, and a decrease in nitric oxide (NO) levels (Dardik et al., 2000; Wan et al., 2022). Homocysteine induces oxidative stress and upregulates MMPs, leading to decreased expression of tight junction proteins, which results in increased permeability of the BBB. In addition, homocysteine can activate the acid sphingomyelinase-ceramide pathway, inducing apoptosis in cerebral endothelial cells (Lee et al., 2013; Kalani et al., 2014). After SAH, an increase in homocysteine levels in the serum may make it a potential molecular predictor of delayed cerebral ischemia (Liu et al., 2020; Zhang et al., 2021). The changes in the above metabolites may be involved in oxidative stress and blood–brain barrier disruption after SAH.

Folic acid and its derivatives are nutrients essential for various cellular functions, playing a key role in maintaining the activity of enzymes such as phenylalanine hydroxylase, nitric oxide synthase, alkylglycerol monooxygenase, and enzymes related to neurotransmitter synthesis (Werner et al., 2011). GCH1 is the rate-limiting enzyme in the synthesis of tetrahydrobiopterin (BH4), also regulating NO signal transduction, inhibiting ferroptosis, thereby mitigating endothelial damage and suppressing oxidative stress (Kraft et al., 2020; Gupta and Kumar, 2023; Xiao et al., 2023). The alternative pathway involving DHFR for BH4 synthesis, along with an increase in QDPR and PAH expression, can promote the production of BH4. BH4 exhibits strong scavenging abilities against superoxide anion radicals, significantly reducing radical formation and endothelial cell death caused by NO; however, low concentrations of BH4 can exacerbate NOS uncoupling, leading to the production of superoxide and peroxynitrite, enhancing oxidative stress and worsening microvascular damage. Notably, the oxidation of BH4 may lead to an increase in oxygen-derived free radicals, closely associated with vascular endothelial dysfunction (Shimizu et al., 1998; Thöny et al., 2008; Werner et al., 2011). In mice infected with the rabies virus, BH4 can mitigate the damage to the central nervous system by modulating the immune-inflammatory response (Brito et al., 2021). Tetrahydrofolate (THF), the active form of folic acid, can alleviate oxidative stress and enhance the repair capabilities of neural cells through the PTEN/Akt/mTOR signaling pathway (Zhang et al., 2022). Moreover, high levels of THF in the cerebrospinal fluid can promote the proliferation of arachnoid cells, and enhance the function of the arachnoid layer, thereby alleviating hydrocephalus (Jimenez et al., 2019). Pyrimidine metabolism regulates cell signaling and energy metabolism, helping to maintain cellular homeostasis. Barbiturate, a metabolite of uracil, has been used for a long time as an anticonvulsant and hypnotic acting on GABA receptors (Löscher and Rogawski, 2012). In SAH, barbiturates can induce metabolic suppression, thereby reducing cerebral blood flow and brain blood volume, which in turn lowers intracranial pressure and improves prognosis. High doses of barbiturates can also reduce inflammatory response caused by SAH, lowering levels of IL-6, IL-1β, and white blood cell counts in the cerebrospinal fluid (Muroi et al., 2008). UPP1 is a key enzyme in pyrimidine metabolism, capable of activating the AKT signaling pathway, thereby regulating downstream proteins that promote cell proliferation, and migration, and inhibit apoptosis, thus reducing DNA damage and promoting angiogenesis (Du et al., 2024); additionally, apart from its role in the formation of UMP, ENPP3 also reduces ATP concentrations, diminishing the activity of basophils and mast cells, thus playing a role in immune-inflammatory responses (Stone et al., 2010). In Figure 7, pyrimidine-related metabolites are closely associated with immune-inflammatory genes. Barbiturate and CMP show a negative correlation with the vast majority of immune-inflammatory related genes, especially hub genes; whereas dCDP shows the opposite effect. However, in SAH, the above-mentioned metabolites have been rarely studied and are worth further exploration.

## 5 Conclusion

We employed RNA-seq and metabolomics techniques to deeply analyze the changes in gene expression patterns and metabolite abundances at diverse time points in the SAH model.

Through this study, we have identified several metabolic pathways related to inflammatory immune response and endothelial cell damage, which provides a significant theoretical basis for further exploring the potential molecular pathological features of SAH and new insights for the diagnosis, treatment, and prognosis monitoring of SAH.

## Data Availability

The data generated for this study can be found in the Sequence Read Archive, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE273799. Data will be made publically available on August 2nd, 2025. Prior to this date the data will be available upon request from the authors.

# Supplementary material for: Metabolome and transcriptome integration reveals cerebral cortical metabolic profiles in rats with subarachnoid hemorrhage
**Source:** Front Aging Neurosci. 2024 Aug 21;16:1424312. doi: 10.3389/fnagi.2024.1424312
**Supplement:** Supplementary file 10

**Supporting Information**

**Metabolome and transcriptome integration reveals cerebral cortical metabolic profiles in rats with subarachnoid hemorrhage**

Haoran Lua,#, Teng Xieb,#, Shanshan Weic,#, Yanhua Wangb,Huibing Lib, Baochang Luob, Xiaohong Qina, Xizhi Liua, Zilong Zhaoa, Zhibiao Chena,*, Rui Dinga,*

#These authors (Haoran Lu, Teng Xie and Shanshan Wei) contributed equally.

**Supplementary Figure 1**

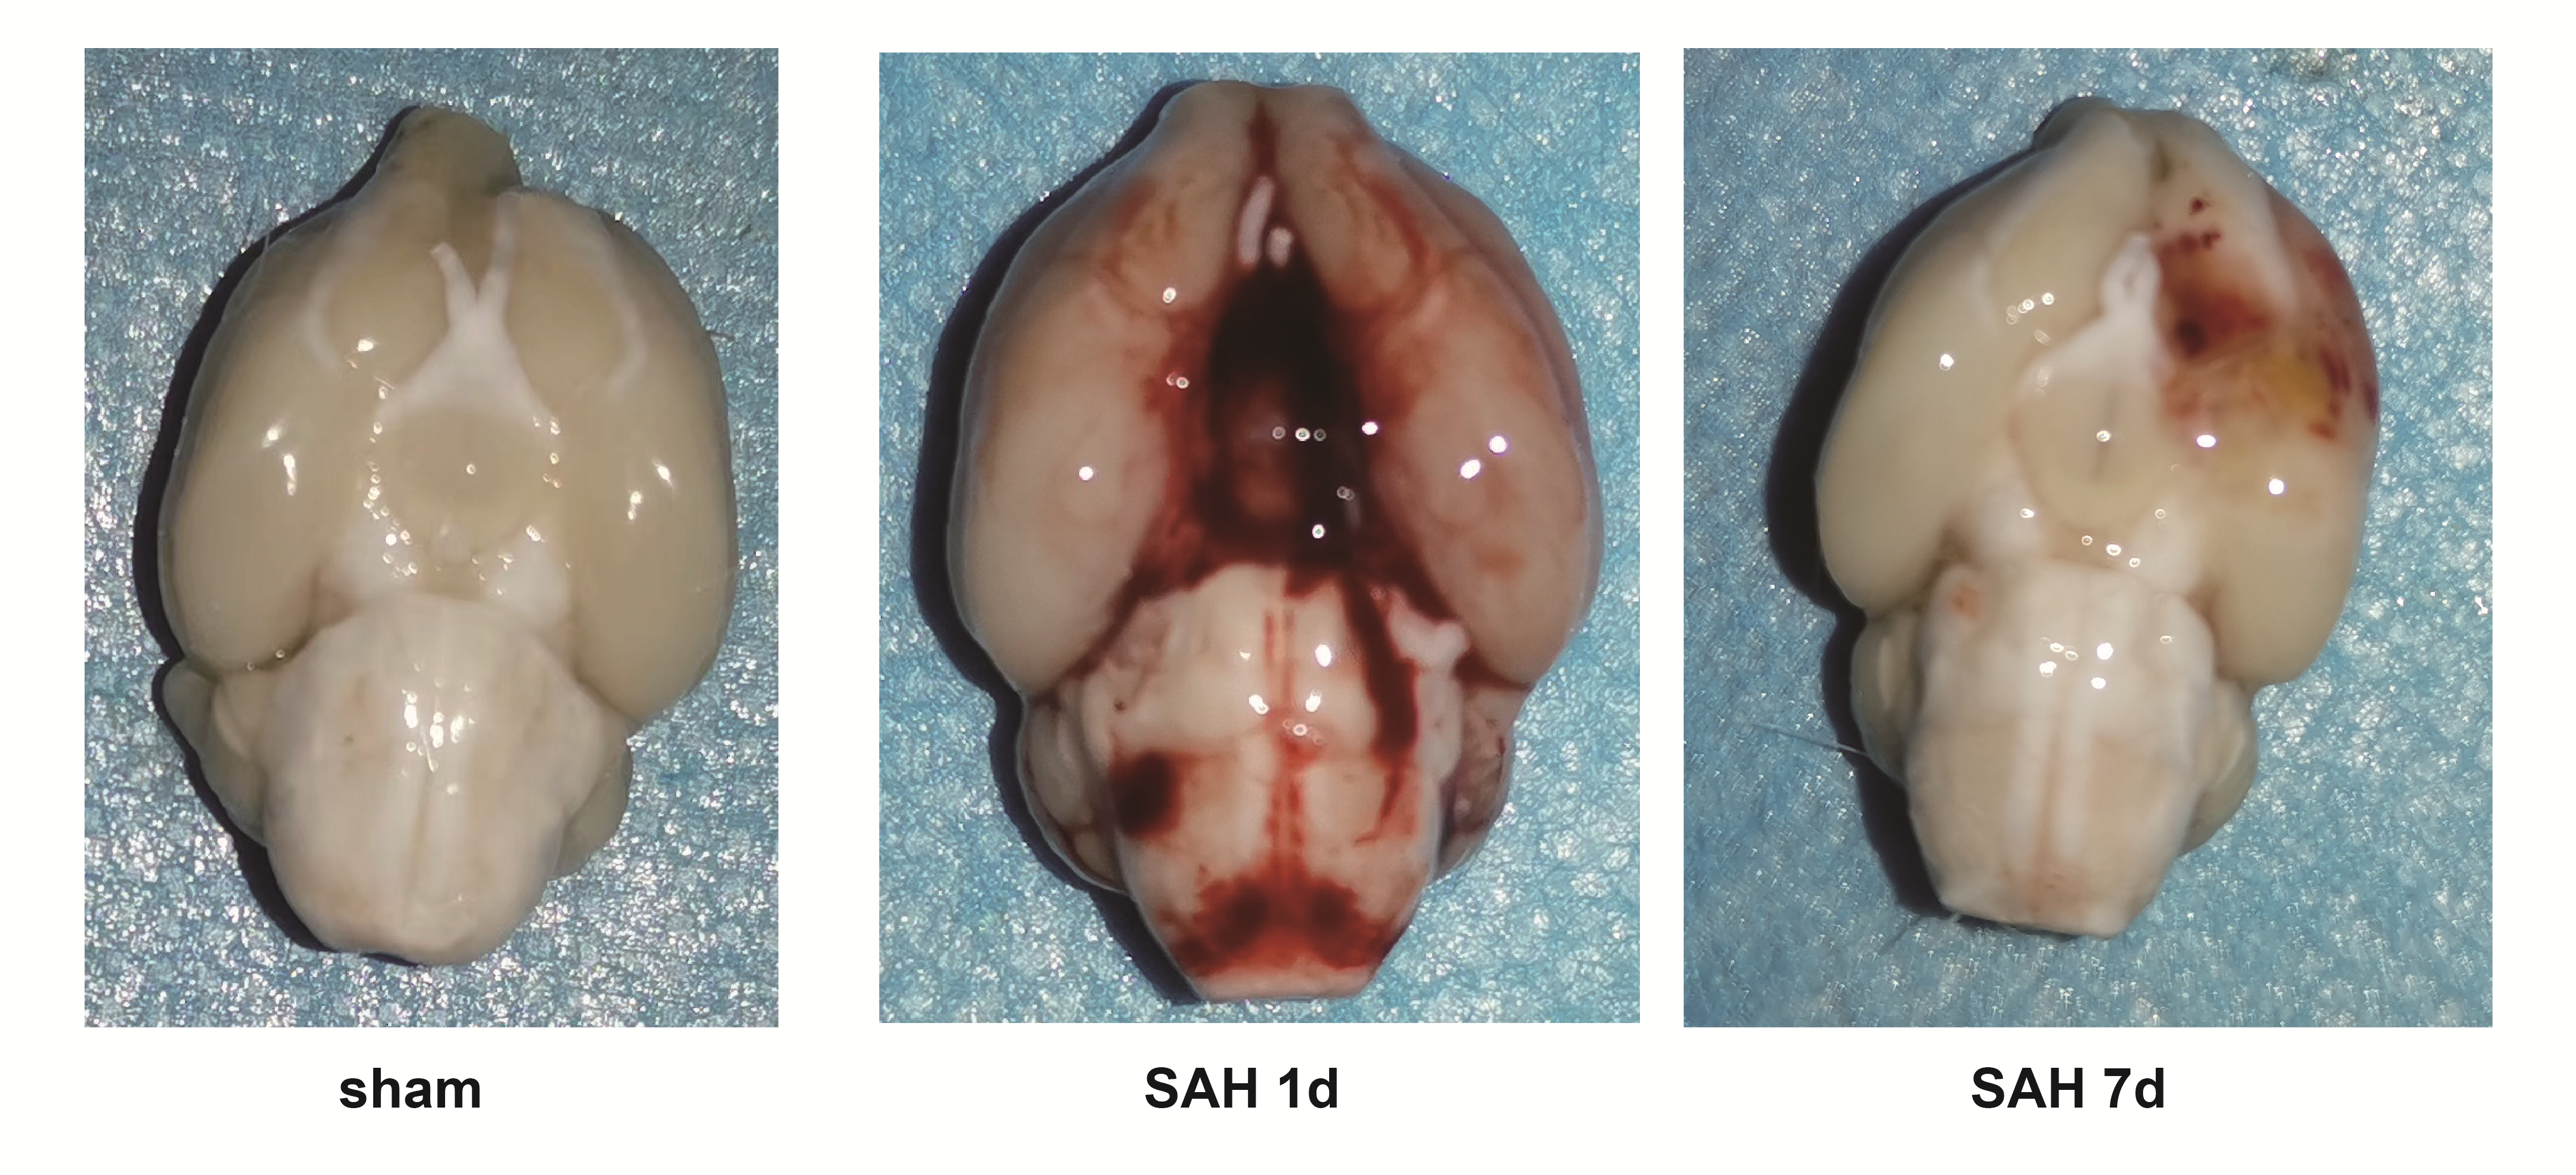

**Pictures of typical rat subarachnoid hemorrhage in different groups**

**Supplementary Figure 2**

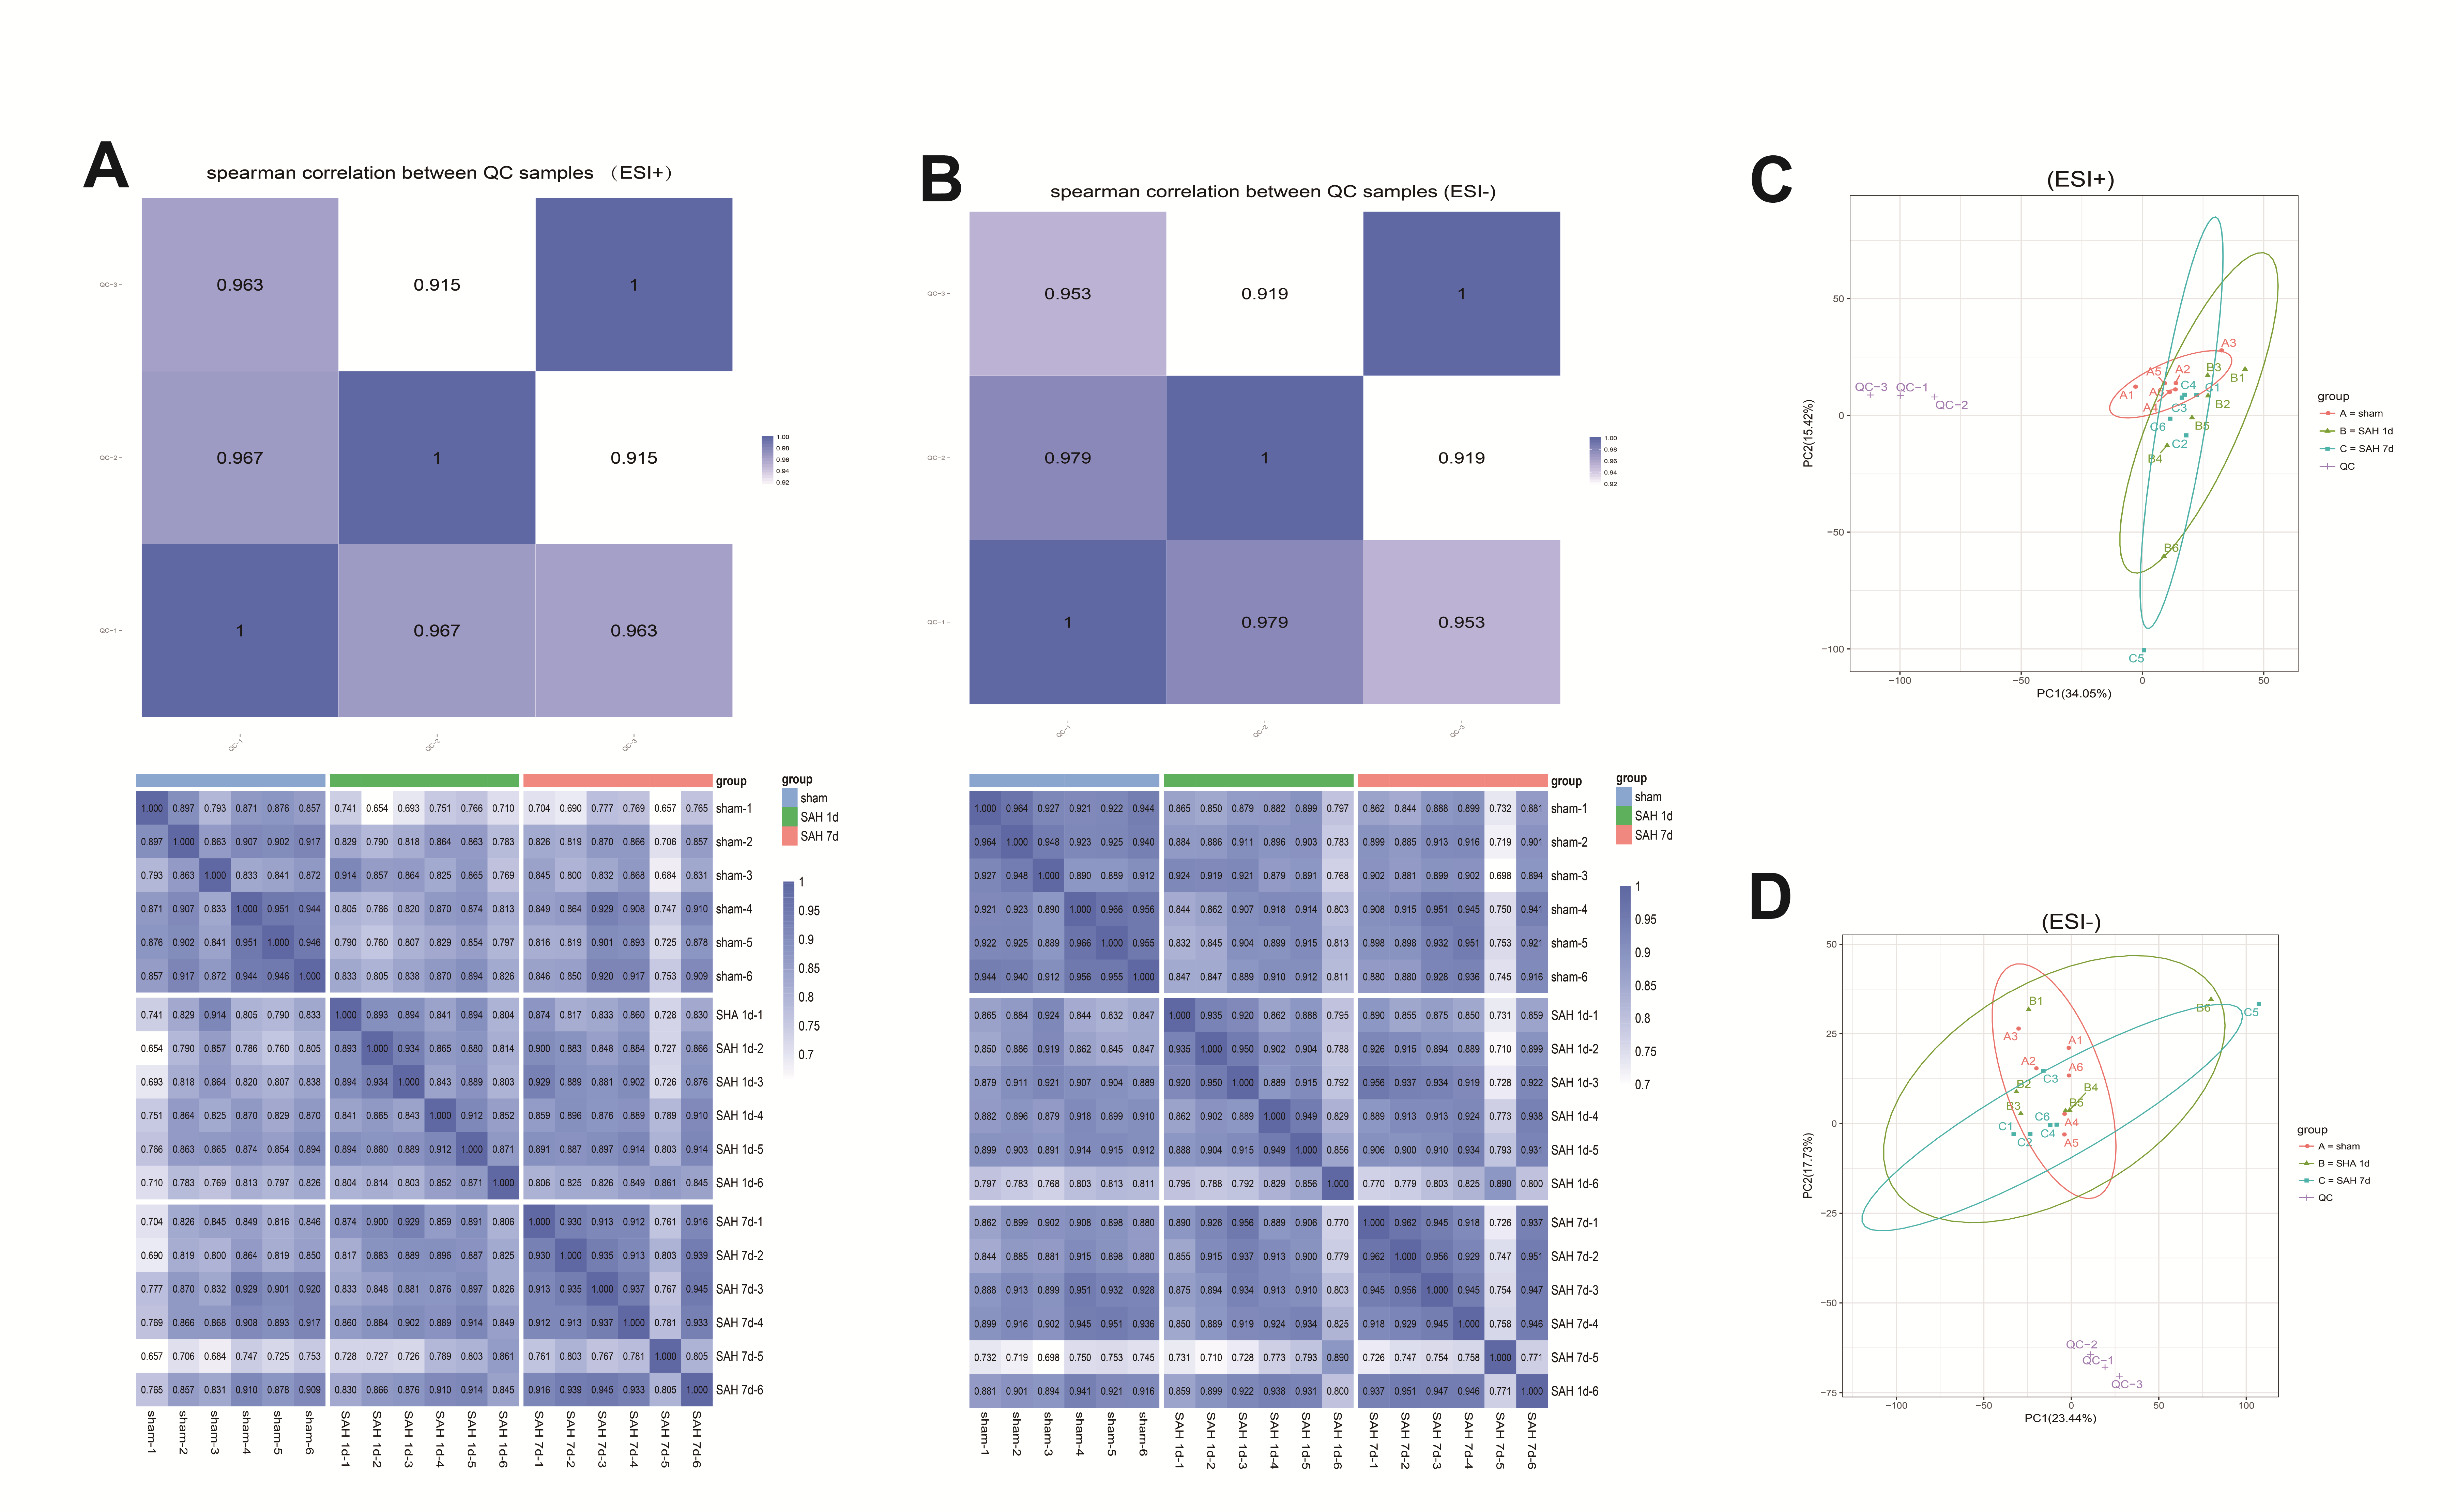

**Correlation between different samples and groups**

(A) Correlation between different groups of samples in positive ion mode. (B) Correlation between different groups of samples in negative ion mode. Under positive (C) and negative (D) ion modes, principal component analysis (PCA) evaluates the repeatability of different product groups. Group A is the sham group, and Group B is the SAH 1d group; Group C is SAH 7d group.

**Supplementary Figure 3**

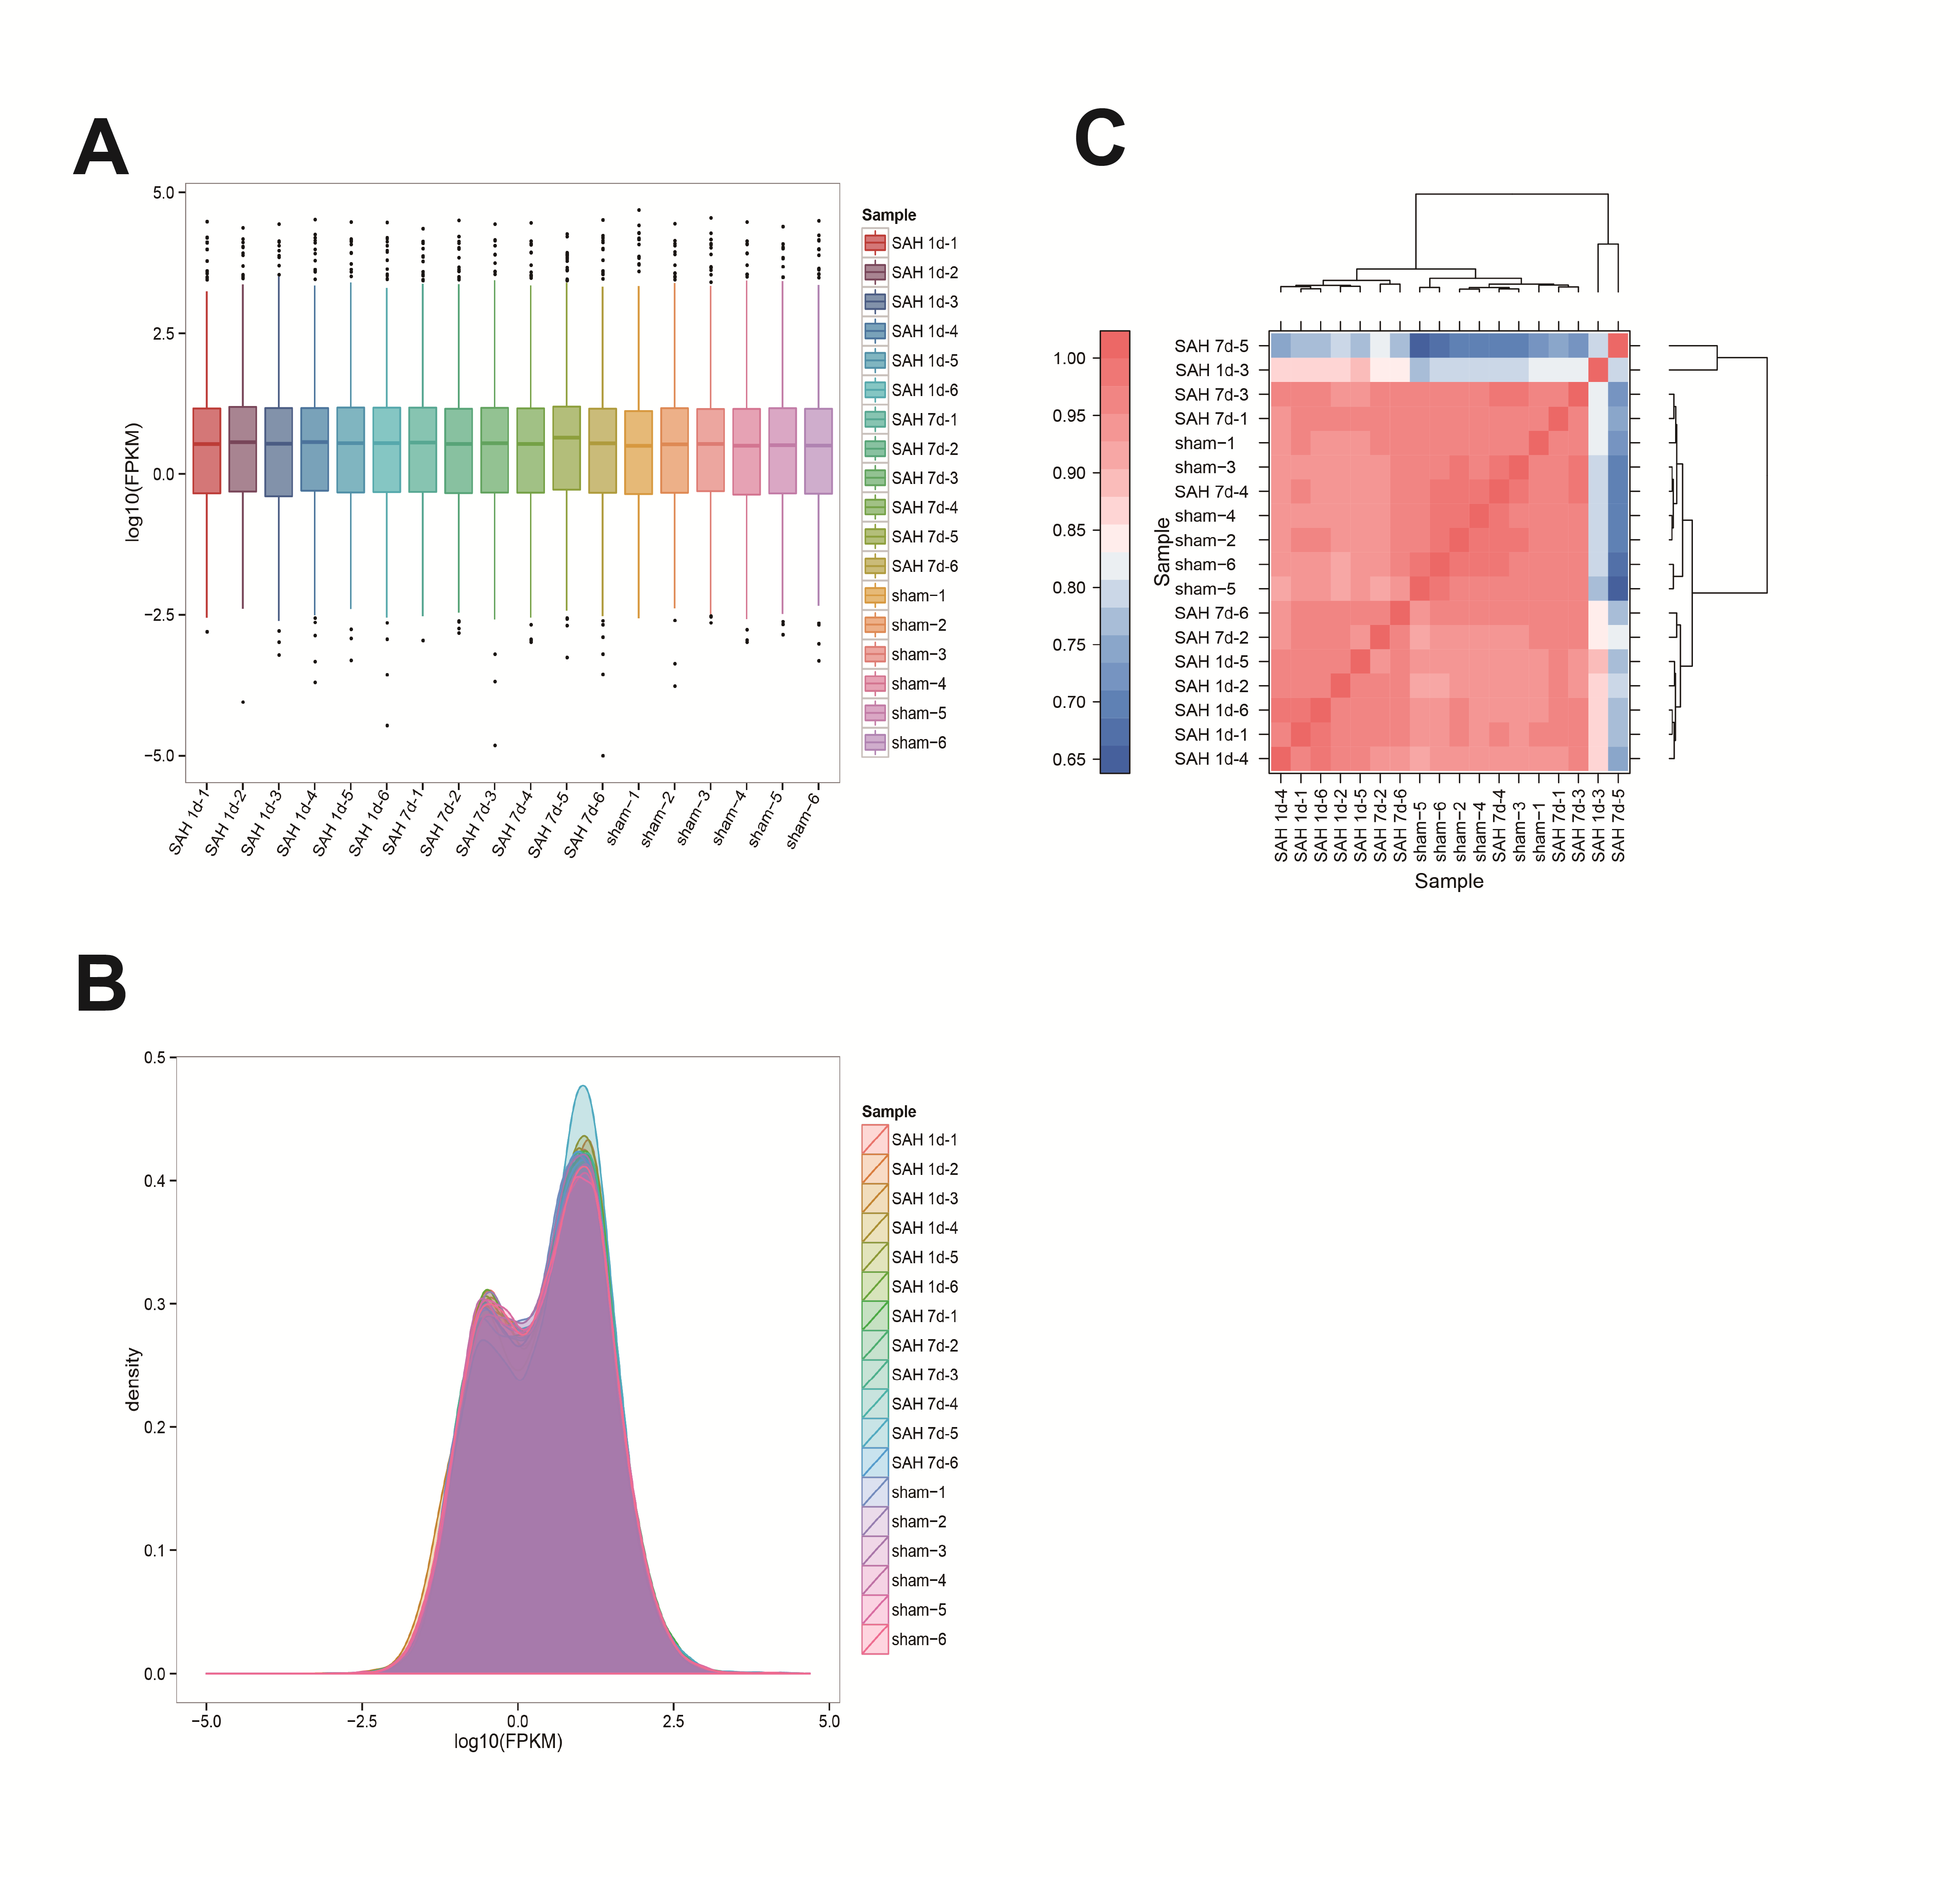

**Correlation between different samples and groups**

Estimate the distribution of gene expression levels in different sample groups using boxplot (A) and density distribution comparison plot (B). FPKM, the number of fragments per thousand kilograms of base read per million mappings. (C) Spearman correlation analysis of gene expression profiles from different samples.

**Supplementary Figure 4**

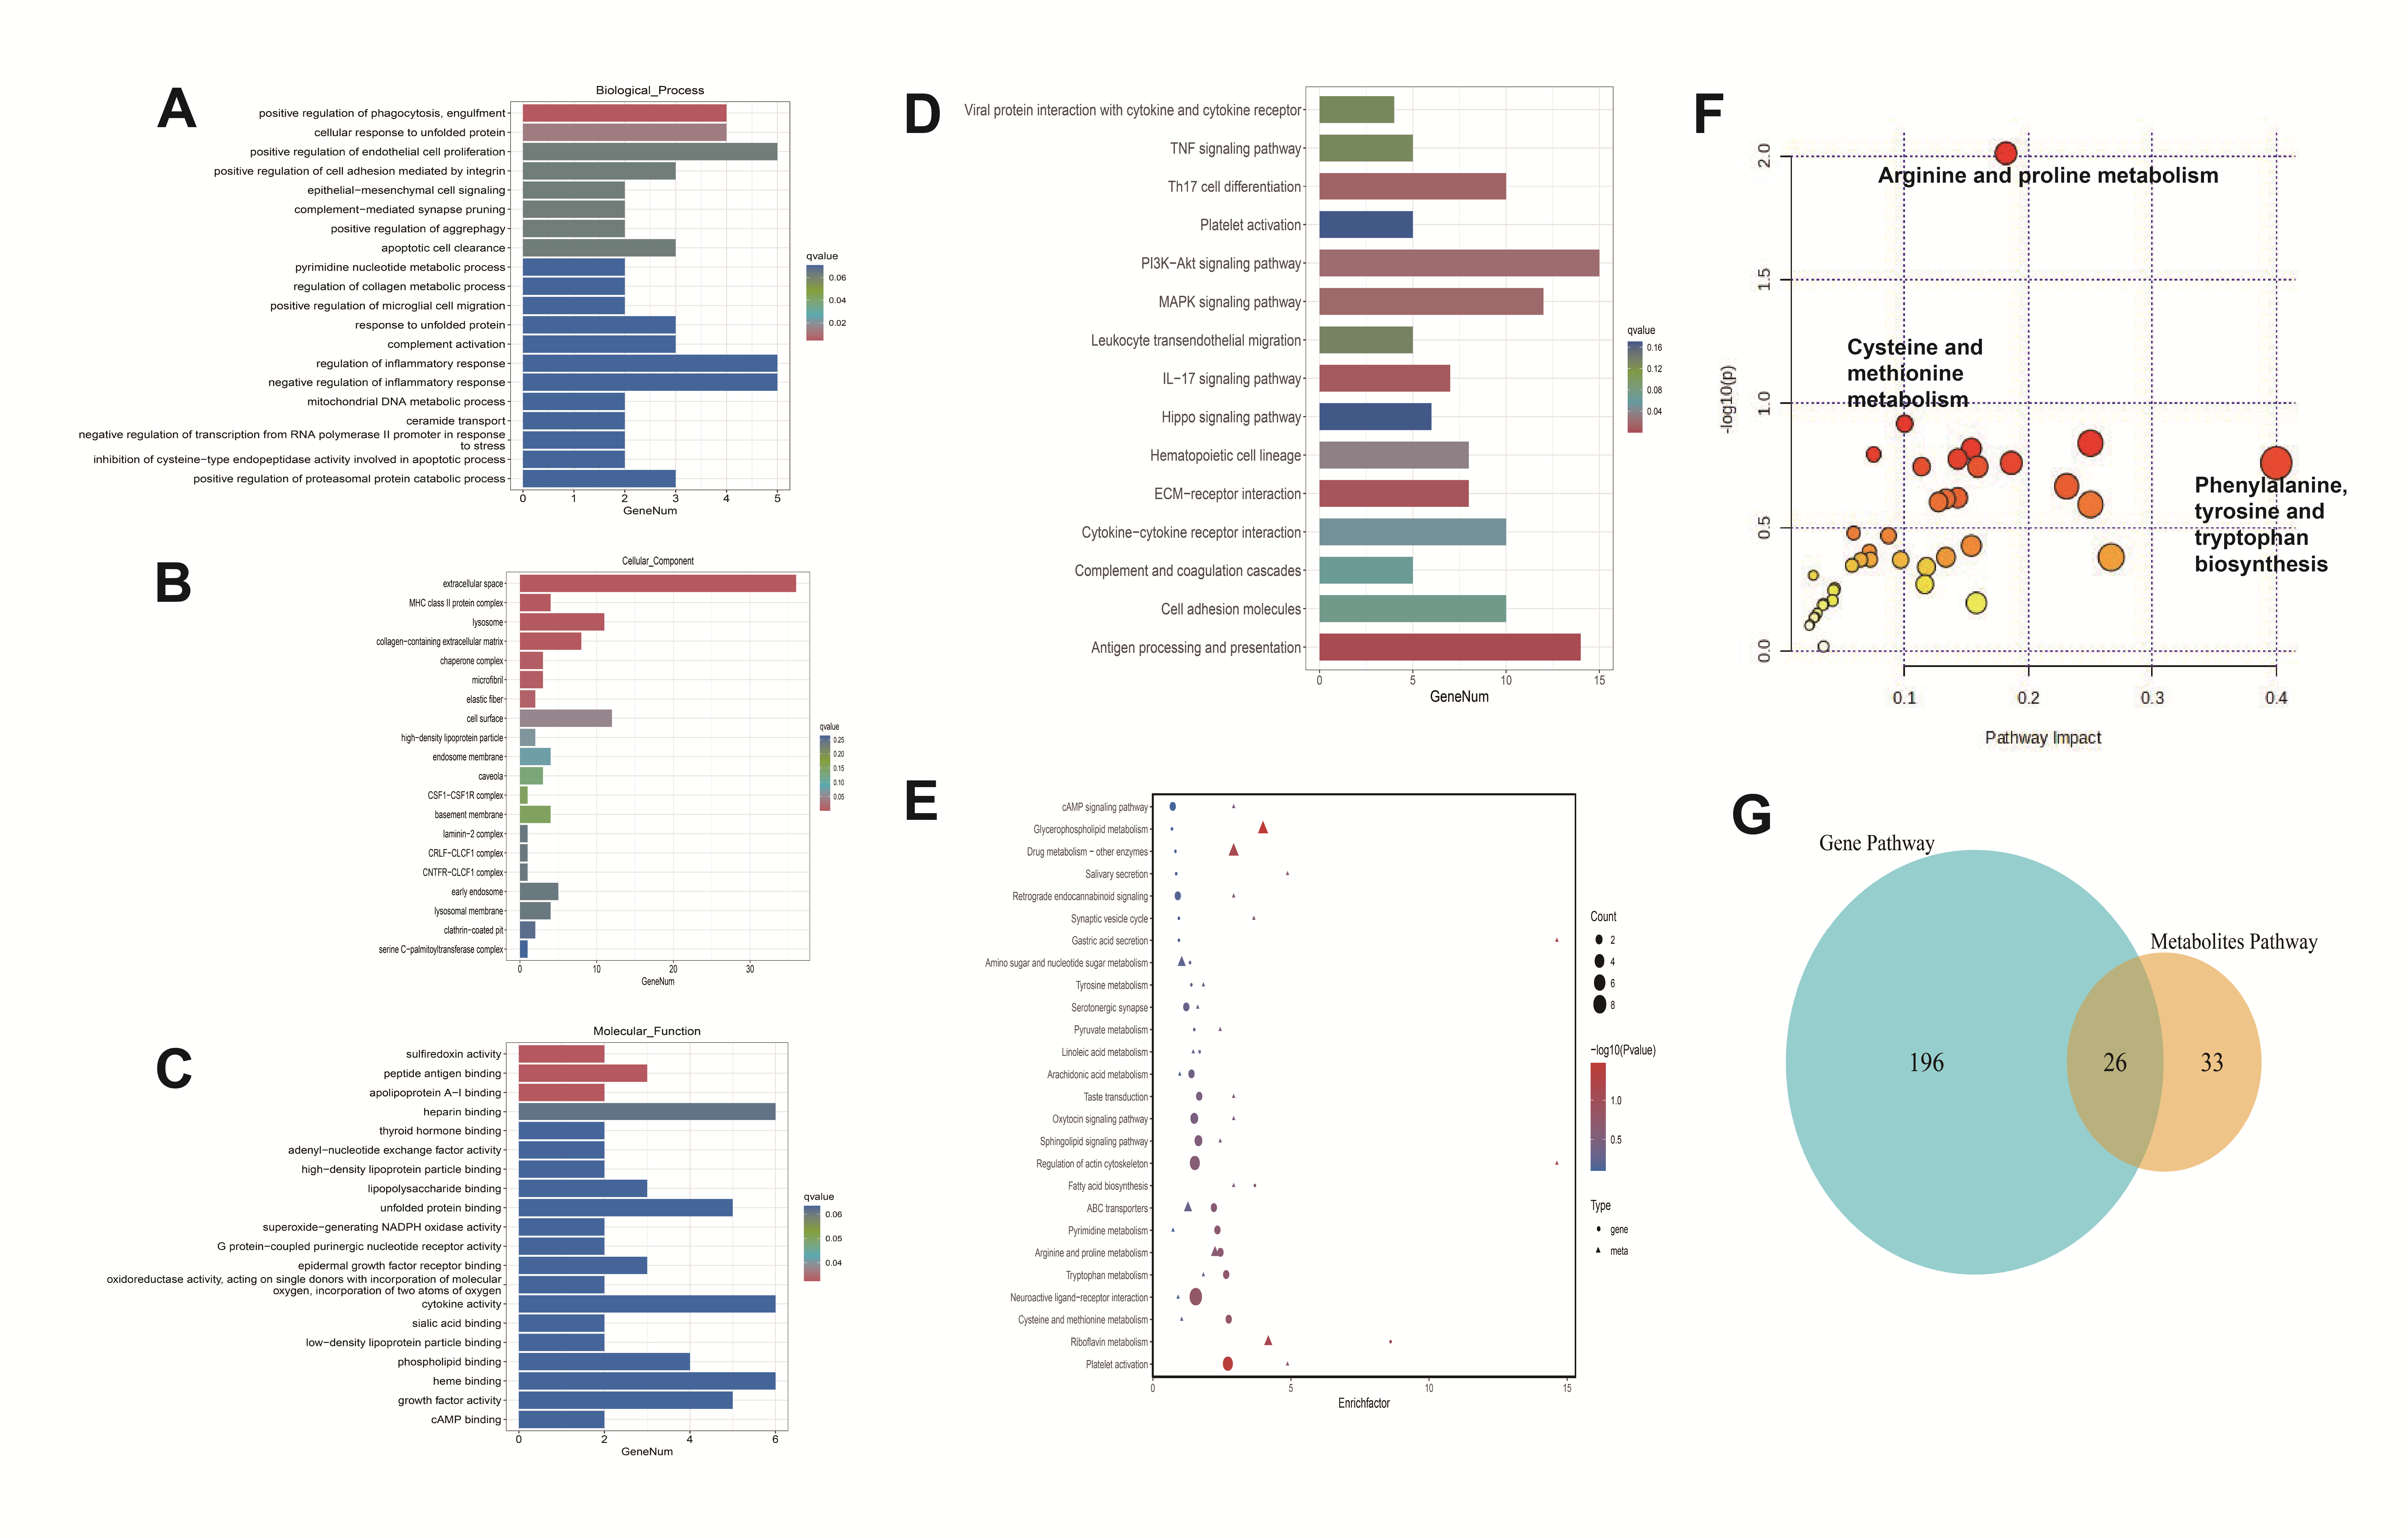

**Transcriptomic analysis and joint analysis of SAH 1d and SAH 7d.**

GO enrichment analysis of DEGs (BP (A), CC (B), MF (C)). (D) KEGG enrichment analysis of DEGs (E) Venn diagram of metabolic pathways enriched by metabolomics and transcriptomics (F) pathway enrichment analysis of differentially expressed genes and metabolites (G) enrichment analysis of differentially expressed genes and metabolites in KEGG, with circles representing the transcriptome and triangles representing the metabolome; The size of the bubble represents the number of differential metabolites or genes, and the larger the number, the larger the dot.

**Supplementary Figure 5**

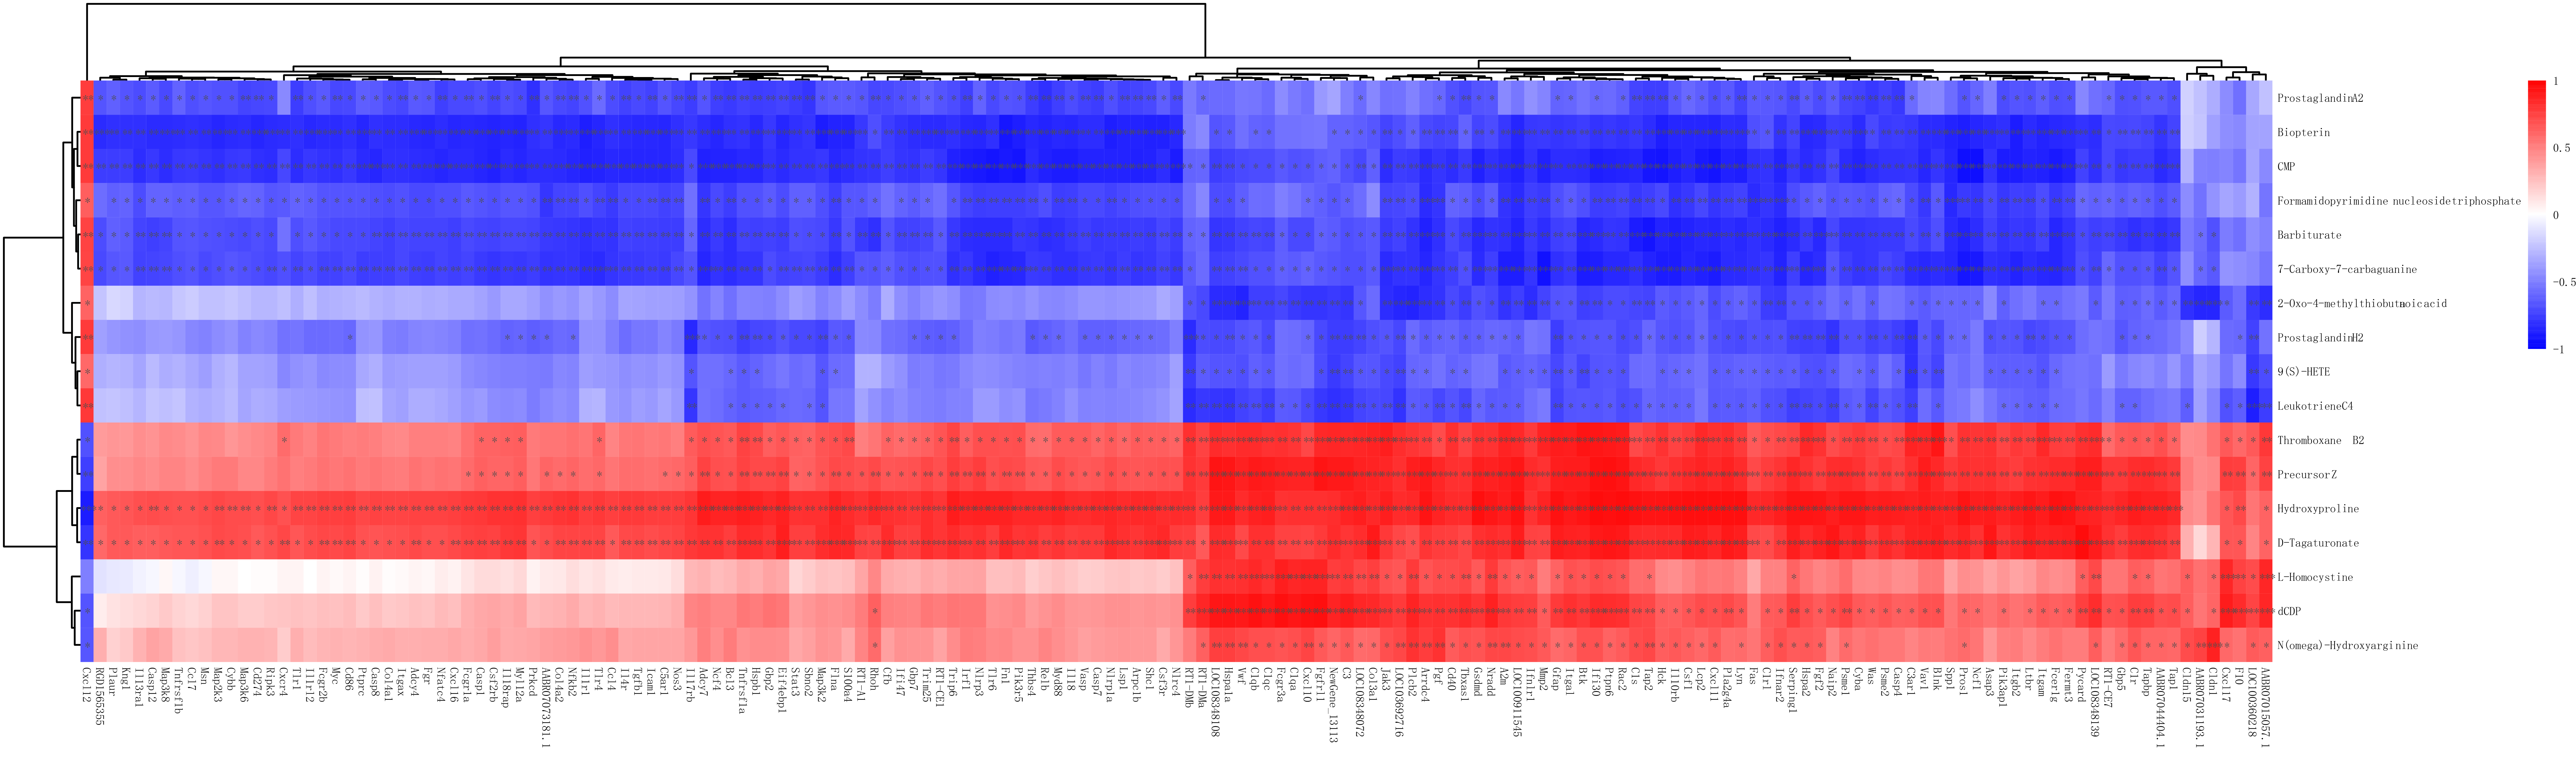

**Heat map of correlation between immune inflammation-related DEGs and specific DEMs**

Differential genes and metabolites were screened according to correlation coefficient (CC) and correlation p-value (CCP), screening threshold: | CC |>0.80 and CCP<0.05. (*p<0.05, **p<0.01, ***p<0.001, n=6)

**Supplementary Figure 6**

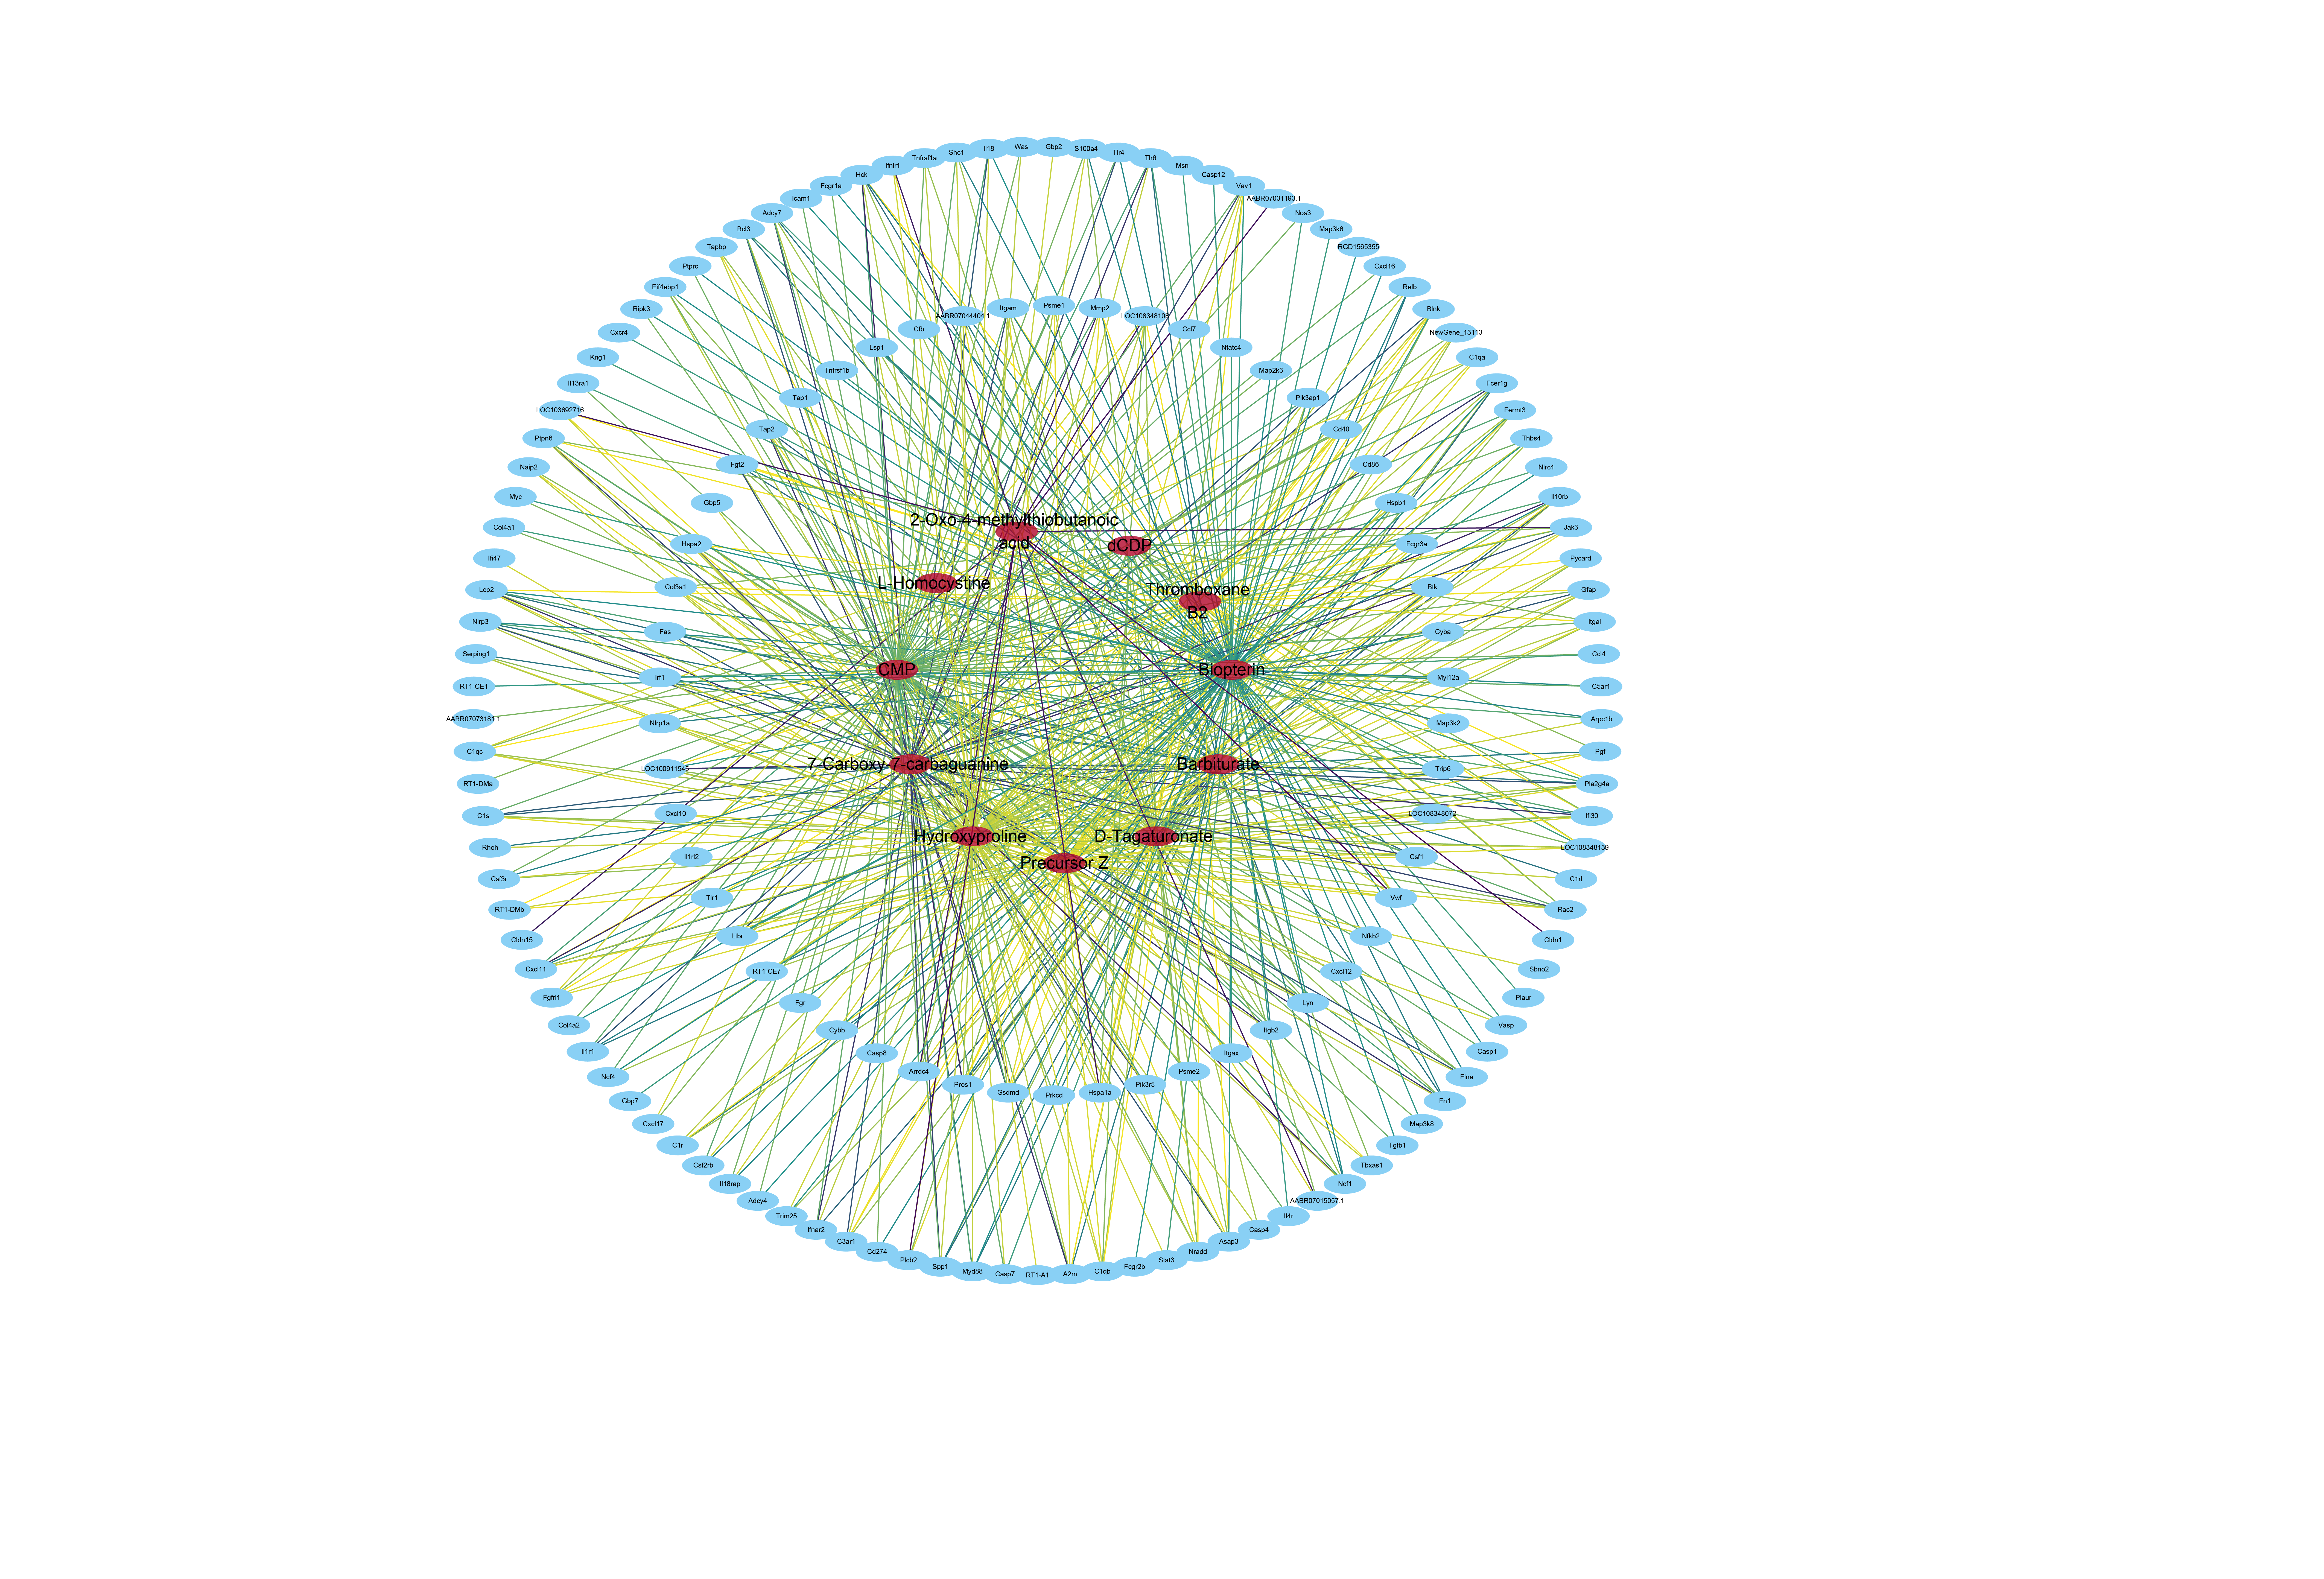

**Interaction map between DEGs related to immune inflammation and specificDEMs**

How the deposited data were processed for this re-analysis (not part of the article)

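RNA from the cerebral cortex of 18 rats was sequenced, with 6 rats in each of the sham, SAH 1d and SAH 7d groups and 1 library per rat. Reads with adapters and reads of low quality were removed, and the authors had the clean reads aligned to the Rnor_6.0 rat genome by a sequencing company. The deposited counts are whole numbers per gene and library that the authors obtained from these alignments, with no normalization. The FPKM values were made by the authors from the same alignments, as fragments per kilobase of transcript and per 1e+06 mapped reads, and were deposited with decimals. The aligner, the counting program and their versions are not given in the sources used here, and replicates were not pooled. Libraries were assigned to groups by their column names, which equal the descriptions deposited with them. The deposited titles of the SAH libraries are other codes. The heatmap of Fig. 3D shows SAH 1d-6 as the strongest library of its group, whereas Supplementary Figure 3C and the deposited files show SAH 1d-3 apart. The numbers of the SAH 1d libraries are therefore uncertain, and those used here are the ones of the columns. The sex of the rats is not stated.

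The total counts per library have a median of 30.7 in units of 1e+06 counts. They exceed the read pairs of Supplementary Table S3, and they make up 76.1% to 81.1% of its mapped reads. How the reads of a pair were counted is not known, so a count was not taken as 1 molecule, and precision was taken from the spread between rats and not from counting error. Gene loci outside the annotation were kept in the tests, and 3100 of the 18444 tested genes are such loci.

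Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on all 18 libraries, counts were normalized by TMM, and the quasi-likelihood F test with default settings compared 12 libraries at a time. The tests are two-sided. The SE of a log2 fold change was computed as its size divided by the square root of the F statistic. For genes with few counts in a group, the fold change depends on edgeR's prior count, so this SE is only a rough guide. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change of 1.0 or more in size. For genes without counts in a whole group, folds were computed against a floor of 3 counts over the group.

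Profiles were compared on log2(FPKM + 1) with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The PCA was centred and not scaled. Groups of libraries were compared by exact permutation over all splits of 6 against 6. Marker lists were scored as the mean log2 CPM of their genes, with a prior count of 2. There are 21 lists with 149 genes, of which 133 genes are tested. The lists are neuron, astrocyte, oligodendrocyte, microglia, endothelial cell, mural cell, fibroblast of the meninges, choroid plexus, neutrophil, monocyte and macrophage, T cell, red cell, proliferation, MCM complex, MHC class II, antiviral interferon response, chemokine, immediate early, hypoxia response, heat shock and Y chromosome. Lists with fewer than 3 tested genes were to be left out, and none was.

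The tests, the marker lists and the alternatives were fixed before the data were examined, apart from those named as chosen later. The lists of the antiviral interferon response, MCM complex, MHC class II and chemokines follow terms that the paper found enriched in these same libraries. Their tests are therefore not independent of the paper's result. The genes named in the text were chosen by a rule of the same kind. It takes the genes of Table 1, Figures 6 and 7 and the 15 hub genes of Figure 5D. It adds for each comparison the 3 largest increases and decreases among DEGs with a gene symbol and no overlap between the groups. The fold changes printed in Figures 6 and 7 had been seen when the rule was written. Genes of the marker lists that are named with their own values, and genes of the KEGG tables, were chosen after their values were seen. A named gene counts as changed at an adjusted p under 0.05.

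As alternatives, the DEGs were computed with DESeq2 size factors in the edgeR fit, with the DESeq2 1.42.0 Wald test and with limma 3.58.1 voom with sample quality weights. They were also computed with the robust edgeR fit, with all 18 libraries in 1 fit, and with the replicate number as a block. For low counts, no filter and a minimum of 10 counts in every library were tried. On the FPKM scale, limma with a trend was run with pseudocounts of 1 and 0.1, for genes with a mean FPKM of at least 0.5, and with no filter. Each library was left out in turn, and SAH 1d-3 and SAH 7d-5 were left out together because they stand apart in Supplementary Figure 3C. The PCA, the correlations, the marker lists and the named genes had their own alternatives. The DESeq2 test without SAH 7d-5, and the share of the SAH 1d change left at SAH 7d with each library left out, were chosen after seeing the data.

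The edgeR and DESeq2 tests were also tested on simulated data. Counts were drawn with the means and dispersions of the libraries of each comparison, with 200 changed genes. Each gene was drawn independently, with the same dispersion in all libraries. No simulated library therefore stands apart as SAH 1d-3 and SAH 7d-5 do, and the rates may differ in the real counts. A changed gene counted as recovered at an adjusted p under 0.05, without the fold threshold of a DEG. For SAH 7d versus SAH 1d, edgeR recovered 84% of the genes changed 4-fold and 35% of those changed 2-fold, with 5 false calls. DESeq2 recovered 92% and 58%, with 39 false calls. No recovered gene had the wrong sign.

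The metabolite measurements are not analysed here, nor is the gene of sulfiredoxin. The GO and KEGG enrichment tests were not repeated, because the supplementary tables list only the DEGs of each term. The protein interaction network was not rebuilt either.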

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

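The DESeq2 test without SAH 7d-5 and the tests on meninges and on a wrong label were chosen only after the result was seen, and the other tests of this part were set earlier.

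Each library was compared with the other 5 of its group, by asking whether the gap between an extreme library and its neighbor takes up more of the range of the group than Dixon's 95% critical value for 6 libraries allows. Chance alone gives this in about 1 in 20 groups. Of 27 tests on library measures, 9 passed, 4 of them in SAH 7d-5 and 4 in SAH 1d-3. Of 63 tests on list scores, 18 passed, 9 in SAH 7d-5 and 4 in SAH 1d-3. Of 222 tests on named genes, 48 passed, 22 in SAH 7d-5, 19 in SAH 1d-3 and 7 in other libraries. Several of these measures go together, so the tests are not independent.

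SAH 7d-5 lies apart from its group in the median log10(FPKM) (0.648), in the median correlation with its group (0.918), in PC1 (109.6) and in PC2 (-48.0). Its neuron score is the lowest of the group, at 7.66, and so is its immediate early score, at 3.59. Its scores are the highest of the group for fibroblasts of the meninges (8.38), neutrophils (4.20), monocytes and macrophages (6.03), T cells (3.49), proliferation (4.21), the MCM complex (4.86) and chemokines (3.39). Among the genes behind these scores, Lyz2 has 8006 CPM against 68.9 to 210.8 CPM in the other SAH 7d libraries, and Col3a1 has 1788 CPM. The T cell score rests on Cd8a, with 243 CPM, since Cd3e has 2.00 CPM and Lck 2.78 CPM. A low depth is excluded by a total count of 32721925, within the range of the other libraries. Blood left in the tissue is excluded by a red cell score of -2.23, the lowest of its group. Choroid plexus is excluded by a score of 0.73, within the range of its group. The 10 largest genes take 10.49% of the counts, so a few genes do not take most of them. Its median correlation is 0.923 with the SAH 1d group and 0.918 with its own, low with both, so the correlations do not decide on a swapped label with the other SAH group. Both this and a wrong label on SAH 7d-5 alone are excluded by its heat shock score of 6.43, within 5.93 to 6.86 in the other SAH 7d libraries and below 8.89 to 9.17 in the SAH 1d libraries. Meninges in the sample as the only source are excluded by a microglia score of 8.43, the highest of all libraries. The same microglia score, with the lowest neuron score and the highest monocyte score, is what a larger lesion share in the tissue would give, which stays open. The astrocyte score of 8.08 and the oligodendrocyte score of 9.26 are not raised. A lower share of neurons alone would raise both, so a change in the cells that rose would be needed too. A label swapped with a sample outside the study was not tested.

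SAH 1d-3 lies apart from its group in the total count (38271014), in the median correlation with its group (0.9365), in PC1 (62.3) and in PC2 (57.5). Its scores are the highest of the group for neutrophils (4.15), MHC class II (3.58) and chemokines (5.23), and the lowest for astrocytes (7.81). The total count is the highest of all libraries, so a low depth is excluded. Choroid plexus is excluded by a score of 0.80. The 10 largest genes take 11.1% of the counts, within the range of the other libraries. Its median correlation of 0.925 with the SAH 7d group is lower than that with its own. A swapped label with the other SAH group and a wrong label on SAH 1d-3 alone are excluded by its heat shock score of 8.98, within the range of its group and above every SAH 7d library. A larger lesion share in the tissue stays open. The neuron score of 8.57 is the lowest of the group and the monocyte score of 3.97 the highest, as such a share would give. The microglia score of 5.17 is the lowest of the group, below 5.40 to 5.78 in the other SAH 1d libraries. This score is not apart by Dixon's criterion. At SAH 1d against sham, 7 of the 9 microglia genes are higher, among them C1qb (log2 fold change 1.61, edgeR adjusted p = 7.83e-05). P2ry12 is lower (-1.19, edgeR adjusted p = 0.0251), with 2.23 CPM in SAH 1d-3 against 8.43 to 13.1 CPM in the other SAH 1d libraries. A larger lesion share could thus raise or lower the microglia score, so the lists do not decide on this share. Blood left in the tissue may contribute, since the red cell score of 2.48 is the highest of the group and above every sham library. This lead is small, as SAH 1d-1 has a score of 2.18 and sham-2 one of 2.20. Hbb has 81.8 CPM in SAH 1d-3 and at most 38.3 CPM in any other library. A stronger response of this rat to SAH stays open as a biological explanation that was not tested.

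Other libraries lie apart from their groups in single measures. In the sham group, sham-1 has the lowest neuron score (9.18) and the highest scores of proliferation (1.74) and the MCM complex (2.97). In the SAH 1d group, SAH 1d-1 has the highest proliferation score (2.22). In the SAH 7d group, SAH 7d-2 has the highest endothelial cell score (5.02), with 7.10 CPM for Cldn5 against 0 CPM in every other SAH 7d library, and SAH 7d-3 has the lowest percentage of reads mapped in Supplementary Table S3 (94.99). No explanation, technical or biological, was tested for these.

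Whether chance alone could give the numbers of DEGs was tested with other splits of the same 12 libraries, of which 100 were drawn for edgeR and 40 for DESeq2. For SAH 1d versus sham, 1 of 100 splits gave as many DEGs as the groups, the split into the groups itself, and the largest number in another split was 246. Chance is excluded there. Between SAH 7d and SAH 1d it is 1 of 100 as well, with at most 11 DEGs in another split, so chance is excluded too. With 0 DEGs in edgeR for SAH 7d versus sham, 100 of 100 splits give as many, which any set of libraries would, so this count says nothing about chance. In 2 of the other splits edgeR calls genes, at most 48. In this comparison 226 genes are separated, against about 40 by chance. The unadjusted count of that test is 2842, and DESeq2 calls 395 genes. For these, 1 of 40 splits in DESeq2 gave as many, with a median of 2 and at most 44 in another split, which excludes chance.

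SAH 7d-5 was also tested as the source of the DESeq2 calls for SAH 7d versus sham. Without this library DESeq2 calls 230 genes in place of 395, so the library may account for part of them. Of the 230 genes, 193 are also called with it.

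Between the SAH groups, the difference itself was tested for each list by exact two-sided permutation, and 4 lists pass the correction. The red cell score is lower at SAH 7d by -1.62 (exact p = 0.00216, adjusted 0.0124), with 6 of 6 libraries below every SAH 1d library. Its most abundant gene in the sham group is Hba-a1, with 26.0 CPM, and 3 of its 6 tested genes exceed 1 CPM there. The MHC class II score is higher by 1.97 (exact p = 0.00433, adjusted 0.0227). The heat shock score changes by -2.69 (exact p = 0.00216, adjusted 0.0124), with 6 of 6 libraries below. The hypoxia response score changes by -0.35 (exact p = 0.00866, adjusted 0.0390), with 3 of 6 libraries below every SAH 1d library. Without SAH 1d-3 and SAH 7d-5, the last change is -0.29 and does not pass (adjusted 0.100). The time after SAH is the difference that the design names, and no technical explanation was tested for these lists.

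Some lists that the paper does not discuss also differ from the sham group at an adjusted exact p of 0.0124. At SAH 1d, the neuron score changes by -0.58, with 6 of 6 libraries below every sham library, and 7 of its 8 genes are changed in edgeR. All 8 exceed 1 CPM in the sham group, with 3371 CPM for Snap25. The monocyte and macrophage score rises by 1.17 at SAH 1d and by 1.36 at SAH 7d, with 6 of 6 libraries above every sham library both times. Without SAH 1d-3 and SAH 7d-5 the rise at SAH 7d is 0.78 (adjusted 0.0195). Of its 6 tested genes, 4 exceed 1 CPM in the sham group, with 54.2 CPM for Lyz2. The hypoxia response score rises by 0.43 at SAH 1d, with 6 of 6 libraries above, and all 6 of its genes exceed 1 CPM in the sham group. Its median log2 fold change is 0.26, and 4 of 6 genes are higher, with Adm the largest (2.05, edgeR adjusted p = 0.00337), while Bnip3 is lower (-0.35, edgeR adjusted p = 0.00559). The heat shock score rises by 3.70 at SAH 1d and by 1.01 at SAH 7d, with 6 of 6 libraries above both times. All 5 of its tested genes exceed 1 CPM in the sham group, and 2 are in the KEGG tables. At SAH 7d its median log2 fold change is 0.15 and 3 of 5 genes are higher, so the mean rests on few genes. Hspa1a goes from 1.42 CPM in the sham group to 406.6 CPM at SAH 1d (log2 fold change 8.14, edgeR adjusted p = 2.42e-05) and 10.4 CPM at SAH 7d. No gene of these lists is in another list. SAH is the difference that the design names, and no technical explanation was tested for these scores.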

How the results depend on the processing

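The DESeq2 tests without SAH 7d-5, and the shares of the SAH 1d change with each library left out, were chosen only after the results were seen.

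For SAH 1d versus sham, the 1224 DEGs of edgeR stay within 1.5 times under most alternatives. Exceptions are the fit of all 18 libraries (782), limma on log2(FPKM + 1) (496) and the same test without a filter (460). Leaving out each library in turn gives 1008 to 1326. The share of upregulated DEGs is 84.0% in edgeR, and on FPKM it moves by more than 10 points in both tests with a pseudocount of 1, to 95.0% and 95.9%. On log2(FPKM + 0.1) the median log2 fold change of all genes is 0.109, so fold changes on this scale are shifted upward. Between SAH 7d and sham, edgeR calls 0 genes (2842 unadjusted), and 0 also with DESeq2 size factors, both other filters, the robust fit, the replicate number as a block and limma on FPKM. The DESeq2 Wald test calls 395, or 230 without SAH 7d-5, the fit of all 18 libraries 9 and limma voom 1. Leaving out each library gives 0 to 3 with edgeR, the 3 without SAH 7d-4. Between the SAH groups, the 128 DEGs become 495 with DESeq2 (756 without SAH 7d-5), 289 with all 18 libraries, 552 with limma voom and 494 without SAH 1d-3 and SAH 7d-5. They become 76 with limma on log2(FPKM + 1) without a filter. Leaving out each library gives 63 without SAH 7d-2 to 453 without SAH 7d-5, and 74 without SAH 7d-1, 78 without SAH 7d-6, 85 without SAH 7d-3, 79 without SAH 1d-2 or SAH 1d-5 and 82 without SAH 1d-1. The share of upregulated DEGs is 21.9% in edgeR, 34.3% in DESeq2, 37.7% with all 18 libraries and 11.8% with limma on log2(FPKM + 1) without a filter. The union of 1252 DEGs becomes 515 with limma on log2(FPKM + 1) and 476 without a filter. The sample quality weights of limma voom are 0.109 for SAH 1d-3 against sham and 0.0746 for SAH 7d-5 against sham. Beyond this weighting and the smaller number of libraries, the cause was not tested.

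The replicate numbers do not pair the rats, since the correlations of deviations from the group mean at the same number lie between -0.252 and 0.197. With the number as a block, 1060 DEGs are called for SAH 1d versus sham, 27 for SAH 7d versus SAH 1d (3 upregulated, or 11.1%, and 24 downregulated) and 0 of the genes that the paper names change in the second comparison. The block costs 5 degrees of freedom.

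The correlation between libraries, SAH 1d-3 minus the median of the 16 libraries other than SAH 1d-3 and SAH 7d-5, is -0.0282. It is -0.0727 over genes with a mean FPKM of at least 1 and -0.00055 with the Pearson correlation of FPKM. The correlation between libraries, SAH 7d-5 minus the median of the 16 libraries other than SAH 1d-3 and SAH 7d-5, is -0.0466. It becomes -0.0631 with the Pearson correlation of log2(FPKM + 1), -0.1639 over genes with a mean FPKM of at least 1 and -0.2258 with the Pearson correlation of FPKM. Counting genes with an FPKM of at least 0.1 raises the lowest median of log10(FPKM) to 0.6059 and the highest to 0.7393, because fewer low values enter. The cause of the changes in correlation was not tested.

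The share of the SAH 1d change that is left at SAH 7d is 70.7% for upregulated and 40.3% for downregulated genes. Without SAH 1d-3 and SAH 7d-5 it is 41.2% and 28.4%, over the 838 and 170 genes called anew without both. The values with single libraries left out keep the 1028 and 196 genes. Leaving out each library gives 33.8% (without SAH 7d-5) to 87.3% (without SAH 1d-3) for the first and 27.1% (without SAH 7d-5) to 48.8% (without SAH 7d-4) for the second. The cause was not tested.

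Of the genes that the paper names, edgeR finds 0 changed for SAH 7d versus sham, and DESeq2 9. Between the SAH groups, 5 change in edgeR, 13 in DESeq2, 14 with all 18 libraries, 29 in limma voom and 28 without SAH 1d-3 and SAH 7d-5. Leaving out each library gives 44 to 50 for SAH 1d versus sham, 0 to 0 for SAH 7d versus sham and 0 (without SAH 7d-2) to 24 (without SAH 7d-5) for SAH 7d versus SAH 1d. Of the other libraries, the last number is 1 without SAH 1d-5, SAH 7d-1, SAH 7d-4 or SAH 7d-6, 2 without SAH 1d-2, SAH 1d-6 or SAH 7d-3, and 3 without SAH 1d-1 or SAH 1d-4. Over all named genes, no called value changed sign under any alternative, and 66 uncalled values did. For SAH 1d versus sham, 13 genes lost their call with all 18 libraries, 8 on FPKM and 1 without SAH 1d-3, and 9 gained one in limma voom. In SAH 7d versus SAH 1d, 27 gained a call in limma voom. The cause was not tested.

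Of the 63 tests of list scores, 63 kept their side of the threshold with DESeq2 size factors, 57 on FPKM and 59 without SAH 1d-3 and SAH 7d-5. On FPKM, 6 more passed, and without both libraries 2 more passed and 2 no longer did. Those 2 are MHC class II for SAH 1d versus sham and hypoxia response for SAH 7d versus SAH 1d.

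At this depth, genes without counts in a group give lower bounds only. In simulated counts, edgeR recovered 43% of the 2-fold changes for SAH 7d versus sham and 35% for SAH 7d versus SAH 1d. This is at an adjusted p under 0.05 without the fold threshold. Changes of this size therefore often do not reach that adjusted p, and a DEG call needs the fold as well.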

Differences from the paper's values

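For SAH 7d versus SAH 1d, the paper gives 292 DEGs, 133 upregulated and 159 downregulated, and the edgeR test calls 128, 28 upregulated and 100 downregulated. Of the alternatives set before the data were examined, the edgeR fit of all 18 libraries reaches the paper's values, with 289 DEGs, 109 upregulated and 180 downregulated. For the upregulated genes alone, the DESeq2 Wald test (170), limma voom with sample quality weights (122) and the edgeR test without both SAH 1d-3 and SAH 7d-5 (110) also come within 1.5 times the paper's value. For the downregulated genes alone, limma on log2(FPKM + 0.1), with 117, and edgeR without SAH 1d-3, with 126, do so. The total remains apart with the DESeq2 Wald test (495), limma voom (552), and edgeR without SAH 1d-3 and SAH 7d-5 (494) or without SAH 7d-5 alone (453). It also remains apart with DESeq2 size factors (129), no filter (122), at least 10 counts in every library (91), the robust fit (128) and the replicate number as a block. The limma tests on log2(FPKM + 1) with 91 DEGs, on log2(FPKM + 0.1) with 136, and without a filter with 76 stay apart too, as does leaving out each other library in turn.

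Between SAH 7d and sham, the paper gives 399 DEGs, 390 upregulated and 9 downregulated, and edgeR calls 0 in each direction. At an unadjusted p under 0.05, 2842 genes pass in edgeR. The DESeq2 Wald test comes within 1.5 times the paper's total and upregulated genes, with 395 DEGs and 381 upregulated, but its 14 downregulated genes stay apart from the paper's 9. Every other alternative set before the data were examined stays apart. The edgeR fit of all 18 libraries calls 9 genes, 8 upregulated and 1 downregulated, and limma voom calls 1 upregulated gene. The count is 3 upregulated genes without SAH 7d-4 and 0 without any other library, without both SAH 1d-3 and SAH 7d-5, with DESeq2 size factors, with either filter on low counts, with the robust fit, with the replicate number as a block and with limma on FPKM. The DESeq2 test without SAH 7d-5, which was chosen after seeing the values, calls 230 genes.

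The paper's text gives 2 as the number of clean reads per sample in units of 1e+06, and the median total count on genes is 30.7 in the same units. No alternative bears on this value. Clean reads and counts on genes are not the same measure, and the read pairs of Supplementary Table S3 lie between 18223522 and 25824345 per library.

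The share of variance on PC1 is about 27% in Fig. 3A, read by eye, and 46.2% in the PCA of log2(FPKM + 1). Scaling each gene to unit variance gives 27.1%. The value also comes within 1.5 times the paper's with log2(FPKM + 0.1), at 30.2%, with log2 CPM from the counts, at 37.8%, and without SAH 1d-3 and SAH 7d-5, at 33.8%. With genes of a mean FPKM of at least 1 it stays apart, at 50.0%.

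The genes of the KEGG pathways named for SAH 7d versus SAH 1d are described by the paper as mostly downregulated. Of the 24 genes that its supplementary table lists for these pathways, 13 are higher and 11 lower in the SAH 7d group in edgeR. Among the 15 that edgeR calls, 7 are upregulated and 8 downregulated, and among the 21 that DESeq2 calls, 11 are upregulated and 10 downregulated. RT1-Ba, RT1-Bb, RT1-Da, RT1-Db1 and Cd74 are among the higher genes, and the heat shock genes Hspa1a and Hsp90aa1 are among the lower. Over all 145 KEGG-annotated genes of the table, 74 are higher and 71 lower in edgeR. Those that edgeR calls are 11 upregulated and 34 downregulated, and the 128 that DESeq2 calls are 64 in each direction. The direction of the called genes therefore depends on the test.

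The log2 fold changes that Figures 6 and 7 print for 40 genes match the edgeR values. All 80 values have the same sign and lie within the SE, and the largest difference is 0.0523.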

Other observations

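The tests of choroid plexus in SAH 1d-4 and SAH 1d-6 and those of the antiviral interferon scores of sham-2 and sham-4 were chosen only after the result was seen.

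The choroid plexus score is 5.16 in SAH 1d-4 and 5.65 in SAH 1d-6. Of the 6 tested genes of the list, 5 are higher in both libraries than in every other library, namely Ttr, Kl, Folr1, Clic6 and Kcnj13, and 4 of the 6 exceed 1 CPM in the sham group. Ttr, the most abundant, reaches 640.5 CPM in SAH 1d-4 and 933.5 CPM in SAH 1d-6, against a mean of 13.2 CPM in the sham group. This is consistent with some choroid plexus in these samples. No biological explanation was tested. The difference of 2.12 in the score between SAH 1d and sham does not pass the correction in the exact two-sided permutation test (adjusted p = 0.157), although all 6 genes are higher at SAH 1d and edgeR calls 3 of them, Kl, Clic6 and Aqp1.

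The antiviral interferon score is 4.89 in sham-2 and 4.94 in sham-4, and lies between 0.967 and 2.52 in the other sham libraries. RNA carried over from SAH libraries would raise the chemokine score too, and the lower of those 2 scores is -1.55, within the range of the other sham libraries. Depth is excluded for sham-2 by a total count of 29375707, within the range of the other sham libraries, while sham-4 has the highest total count of the group, 33325330. No biological explanation was tested, and the design names none.

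The remaining lists do not pass the correction against the sham group in the exact two-sided permutation test. At SAH 1d, the differences are 0.17 for astrocyte (adjusted p = 0.436), 0.11 for oligodendrocyte (0.656), 0.44 for microglia (0.0682), 0.15 for endothelial cell (0.739) and 0.087 for mural cell (0.656). They are 0.12 for fibroblast of the meninges (0.722), 1.88 for neutrophil (0.0868), 0.56 for T cell (0.0606), 0.90 for red cell (0.261), 0.76 for proliferation (0.0606), 0.58 for immediate early (0.474) and 0.017 for Y chromosome (0.919). The median log2 fold change of the astrocyte genes is -0.19, of the opposite sign to their mean, and Gfap has a log2 fold change of 3.00 (edgeR adjusted p = 1.37e-06). At SAH 7d, the differences are 0.24 for astrocyte (0.234), -0.035 for oligodendrocyte (0.907), 1.23 for microglia (0.0597), -0.37 for endothelial cell (0.513), 0.17 for mural cell (0.442), 1.03 for fibroblast of the meninges (0.148) and 0.38 for choroid plexus (0.616). They are 1.21 for neutrophil (0.423), 0.85 for T cell (0.457), -0.73 for red cell (0.474), 0.83 for proliferation (0.261), 0.56 for MCM complex (0.261), 1.399 for chemokine (0.148), 0.095 for immediate early (0.919) and 0.22 for Y chromosome (0.318). The neuron score changes by -0.41 (0.261), the antiviral interferon score by 1.02 (0.474) and the hypoxia response score by 0.075 (0.321). Several of these SAH 7d differences rest in part on SAH 7d-5. Its scores are 4.20 for neutrophil, 3.49 for T cell and 4.21 for proliferation. The other SAH 7d libraries reach at most 0.32, 0.12 and 1.66. For fibroblast of the meninges it has 8.38, against at most 5.49. Its neuron score is 7.66, against at least 9.06. All tested genes of the astrocyte, oligodendrocyte, microglia, endothelial cell, mural cell, fibroblast of the meninges and immediate early lists exceed 1 CPM in the sham group. This holds for 1 of 4 genes of the neutrophil list, 1 of 3 of the T cell list, 6 of 7 of the proliferation list and 2 of 3 of the Y chromosome list. The KEGG tables list 3 microglia genes, 1 meningeal gene and 1 neutrophil gene. The most abundant genes in the sham group are Mbp with 6350 CPM for oligodendrocyte and Col1a2 with 47.9 CPM for fibroblast of the meninges.

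The Y chromosome genes Eif2s3y (71.4 to 131 CPM) and Kdm5d (24.1 to 35.5 CPM) have counts in every library. Cldn5, of the endothelial cell list, has no count in several libraries and up to 12.0 CPM in sham-5. The share of mitochondrial counts lies between 6.65% in SAH 7d-5 and 19.4% in sham-1.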
